# SRSF1 regulates primordial follicle formation and number determination during meiotic prophase I

**DOI:** 10.1186/s12915-023-01549-7

**Published:** 2023-03-08

**Authors:** Longjie Sun, Zheng Lv, Xuexue Chen, Chaofan Wang, Pengbo Lv, Lu Yan, Shuang Tian, Xiaomei Xie, Xiaohong Yao, Jingjing Liu, Zhao Wang, Haoshu Luo, Sheng Cui, Jiali Liu

**Keywords:** SRSF1, Alternative splicing, Oocyte, Meiosis, Primary ovarian insufficiency

## Abstract

**Background:**

Ovarian folliculogenesis is a tightly regulated process leading to the formation of functional oocytes and involving successive quality control mechanisms that monitor chromosomal DNA integrity and meiotic recombination. A number of factors and mechanisms have been suggested to be involved in folliculogenesis and associated with premature ovarian insufficiency, including abnormal alternative splicing (AS) of pre-mRNAs. Serine/arginine-rich splicing factor 1 (SRSF1; previously SF2/ASF) is a pivotal posttranscriptional regulator of gene expression in various biological processes. However, the physiological roles and mechanism of SRSF1 action in mouse early-stage oocytes remain elusive. Here, we show that SRSF1 is essential for primordial follicle formation and number determination during meiotic prophase I.

**Results:**

The conditional knockout (cKO) of *Srsf1* in mouse oocytes impairs primordial follicle formation and leads to primary ovarian insufficiency (POI). Oocyte-specific genes that regulate primordial follicle formation (e.g., *Lhx8*, *Nobox*, *Sohlh1*, *Sohlh2*, *Figla*, *Kit*, *Jag1*, and *Rac1*) are suppressed in newborn *Stra8-GFPCre Srsf1*^Fl/Fl^ mouse ovaries. However, meiotic defects are the leading cause of abnormal primordial follicle formation. Immunofluorescence analyses suggest that failed synapsis and an inability to undergo recombination result in fewer homologous DNA crossovers (COs) in the *Srsf1* cKO mouse ovaries. Moreover, SRSF1 directly binds and regulates the expression of the POI-related genes *Six6os1* and *Msh5* via AS to implement the meiotic prophase I program.

**Conclusions:**

Altogether, our data reveal the critical role of an SRSF1-mediated posttranscriptional regulatory mechanism in the mouse oocyte meiotic prophase I program, providing a framework to elucidate the molecular mechanisms of the posttranscriptional network underlying primordial follicle formation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-023-01549-7.

## Background

High-quality gametes are critical for successful reproduction [1]. Functional oocytes are derived from successful folliculogenesis in the ovaries, which includes primordial follicle formation; recruitment into the growing pool to form primary, secondary, and tertiary follicles; ovulation; and subsequent corpus luteum formation [2]. The size and quality of the surviving pool of primordial follicles are essential determinants of female fecundity and reproductive lifespan [3]. To maintain quality, diverse organisms have evolved three quality control mechanisms for eliminating meiocytes with defects in meiotic recombination or SPO11-linked DNA double-strand break (DSB) accumulation, namely, meiotic silencing, the synapsis checkpoint, and the DNA damage checkpoint [4]. During meiotic prophase I, defective meiosis results in POI due to early exhaustion of the follicle pool.

With the widespread application of next-generation sequencing (NGS), the genetic spectrum of POI has been expanded, especially by the recent identification of novel meiosis-related genes [5–7]. The cohesin complex regulates sister chromatid cohesion and synaptonemal complex (SC) formation and is composed of the meiosis-specific subunits STAG3, RAD21L, and SMC1β and the nonspecific subunits SMC3 and REC8 [8]. STAG3 aberrations have been identified to cause a rare monogenic type of POI [9–18]. The chromosome axis forms a platform for SC assembly, which plays a central role in homologous pairing, recombination, and chromosome segregation. The central elements of SCs include SYCE1-3, SIX6OS1, and TEX12. Mutations in SYCE1 and SIX6OS1 have been identified in POI patients [19–23]. Notably, the abnormal AS of MEIOB, STAG3, MSH4, and MCM9 pre-mRNAs has been observed in human POI [15, 24–26]. However, the mechanisms that regulate pre-mRNA splicing during the progression of meiotic prophase I in mouse oocytes are poorly understood.

SRSF1 is a pivotal posttranscriptional regulator of gene expression in various biological processes [27, 28]. Unfortunately, homozygous *Srsf1* knockout mice exhibit early embryonic lethality [29]. Therefore, conditional *Srsf1* deletion mouse models have been applied in studies of its role in the heart and thymus [29–33]. Interestingly, single-cell RNA sequencing has demonstrated that the expression of SRSF1 first decreases and then increases during the oocyte meiotic prophase I program [34]. However, the physiological roles of SRSF1 during oocyte meiotic prophase I are still largely unclear. This study shows that conditional knockout of *Srsf1* in mouse oocytes impairs primordial follicle formation and leads to POI. We further verified that SRSF1 directly binds and regulates *Six6os1* and *Msh5* expression via AS, which is critical for implementing the meiotic prophase I program.

## Results

### SRSF1 deficiency leads to premature ovarian insufficiency

The results of SRSF1 and VASA co-staining revealed that SRSF1 was expressed in the nuclei of oocytes and granulosa cells of the adult mouse ovary. Intriguingly, SRSF1 was highly expressed in the nucleus of the primordial follicle oocyte (Fig. 1a − f). To investigate the role of SRSF1 in POI, the expression pattern of SRSF1 during ovarian development and ageing was evaluated. Intriguingly, SRSF1 expression was reduced in the primordial follicle oocytes of ageing ovaries (Additional file 1: Fig. S1). These data suggest that SRSF1 may contribute to physiological ovarian ageing. To further study the detailed expression pattern of SRSF1 in primordial follicle formation, we observed oocytes at different meiotic stages in mouse ovaries by co-immunostaining with antibodies against SRSF1 and synaptonemal complex protein 3 (SYCP3). Interestingly, SRSF1 expression was high in leptotene spermatocytes and further increased in pachytene spermatocytes (Fig. 1g − k), suggesting that SRSF1 plays an essential role in forming primordial follicles.

**Fig. 1:**
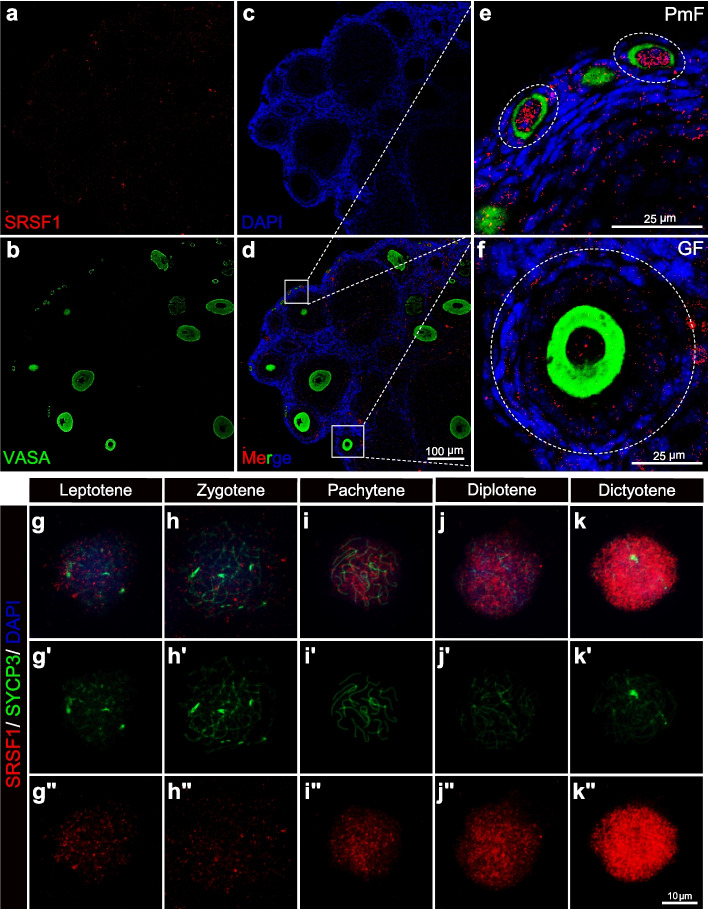
Dynamic localization of SRSF1 in mouse oocytes. **a–f** SRSF1 is highly expressed in oocytes of the primordial follicle. Immunostaining was performed using VASA and SRSF1 antibodies from adult mouse ovaries. DNA was stained with DAPI. **a–d** Scale bar, 100 μm. The **e** primordial follicle (PmF) and **f** grown follicle (GF) are shown in the magnified views. Scale bar, 25 μm. **g–k** The dynamic localization of SRSF1 to the oocyte meiotic prophase I program. Co-immunostaining was performed using SYCP3 and SRSF1 antibodies from 15.5 dpc, 17.5 dpc, 18.5 dpc, and 1 dpp oocyte surface spreading. DNA was stained with DAPI. **gʹ–kʹ** The meiotic stages of the oocytes were determined by SYCP3 staining (green). **gʺ–kʺ** The dynamic localization of SRSF1(red) during the oocyte meiotic prophase I program. Scale bar, 10 μm

To define the specific involvement of SRSF1 in primordial follicle formation, we studied the physiological roles of SRSF1 in vivo using a mouse model. Considering that global SRSF1 knockout is lethal in mice [29], we used *Srsf1* cKO mice in which *Srsf1* is deleted at the time of meiosis initiation, starting at 12.5 days post-coitus (dpc), by the *Stra8-GFPCre* transgene [35, 36] (Fig. 2a, b). We used a conditional allele of *Srsf1* (*Srsf1*^Fl^) in which exons 2, 3, and 4 of *Srsf1* are flanked by two *loxP* sites (Fig. 2a). By crossing *Srsf1*^Fl^ and *Stra8-GFPCre* mice, we obtained *Stra8-GFPCre Srsf1*^Fl/Fl^ mice with *Srsf1* deletion in oocytes (Fig. 2a, c). We verified the absence of the SRSF1 protein in all postnatal oocytes by co-immunofluorescence analysis with SRSF1 and VASA antibodies (Fig. 2d − g).

**Fig. 2:**
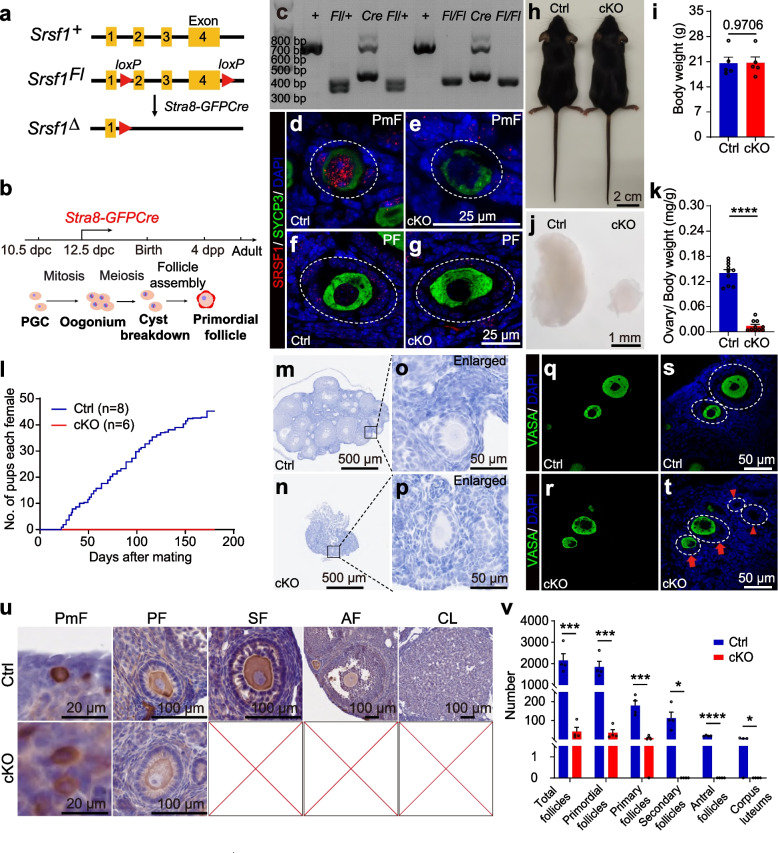
SRSF1 plays critical roles in follicle development and female fertility. **a** *Stra8-GFPCre* mice were crossed with *Srsf1*^*Fl/Fl*^ mice to generate *Srsf1* cKO mice. Cre-mediated deletion removed exons 2, 3, and 4 of *Srsf1* and generated a null protein allele. **b** Schematic diagram of Cre enzyme expression showing the spatiotemporal patterns of major cellular events in mouse early phase ovaries. **c** Genotyping PCRs were performed using *Stra8-GFPCre* and *Srsf1* primers. **d–g** Co-immunostaining of SRSF1 and VASA in adult Ctrl and cKO ovaries. PmF, primordial follicle; PF, primary follicle. Scale bar, 25 μm. **h, i** Normal body weight in cKO mice. The body sizes and weights of adult Ctrl and cKO mice are shown as the mean ± SEM. *n* = 5. **j, k** Ovarian atrophy in adult cKO mice. Ovary sizes and weights of adult Ctrl and cKO mice are shown as the mean ± SEM. *n* = 5. **i** Fertility test results showing an infertility phenotype in the cKO females (*n* = 8) compared to that in the Ctrl mice (*n* = 6) during 180 days of mating. **m–p** Haematoxylin stained ovary sections from adult Ctrl and cKO mice are shown. **m, n** Scale bar, 500 μm. **o, p** Magnified views are shown. Scale bar, 50 μm. **q–t** Immunostaining of VASA in adult Ctrl and cKO ovaries. DNA was stained with DAPI. Red arrows indicate abnormal follicles of oocytes deviating to one side. Red arrowheads indicate oocyte-free follicles. Scale bar, 50 μm. **u, v** Folliculogenesis was arrested in the cKO ovaries. **u** Immunostaining of VASA in adult Ctrl and cKO ovaries. DNA was stained with haematoxylin. PmF, primordial follicle; Scale bar, 20 μm. PF, primary follicle; SF, secondary follicle; AF, antral follicle; CL, corpus luteum; Scale bar, 100 μm. **v** Counting of the significant mouse stages of folliculogenesis. *n* = 4. Significance was determined by unpaired Student’s *t* test; detailed *P* value *P* ≥ 0.05, *P < 0.05, ***P < 0.001, ****P < 0.0001. The error bar represents the mean ± SEM

The adult cKO mice were normal in size (Fig. 2h, i), but the size of their ovaries was significantly reduced (Fig. 2j, k). To further confirm the effect of the loss of *Srsf1* on female fertility, a breeding experiment was performed, and the data indicated that the absence of *Srsf1* led to complete infertility in cKO females (Fig. 2l). Histological examination of cKO ovary sections revealed that folliculogenesis was arrested (Fig. 2m − p). Immunostaining of VASA indicated the absence or asymmetric deviation of oocytes in cKO ovaries (Fig. 2q − t). Follicle count data based on VASA immunohistochemistry analysis showed that the follicles in cKO ovaries were primarily arrested at the primary follicle stage (Fig. 2u, v). Together, these results indicate that SRSF1 is critical for follicle development.

### SRSF1 is required for mouse primordial follicle formation

To confirm the effect of the loss of *Srsf1* on POI, we examined mouse ovaries at 5 days post-partum (dpp), a timepoint at which the primordial follicle pool is successfully established [34]. Tissue analyses revealed that the cKO mice exhibited a reduced ovary size (Fig. 3a, b). Oocyte count data based on VASA immunohistochemistry analysis showed that the primordial follicle pool was consistently reduced in cKO ovaries (Fig. 3e). We verified that the numbers of naked oocytes or oocytes in the cysts were increased, but the numbers of primordial and primary follicles were reduced, in cKO ovaries (Fig. 3c, d, f). Together, these results suggest dysfunctional primordial follicle formation and number determination in cKO ovaries.

**Fig. 3:**
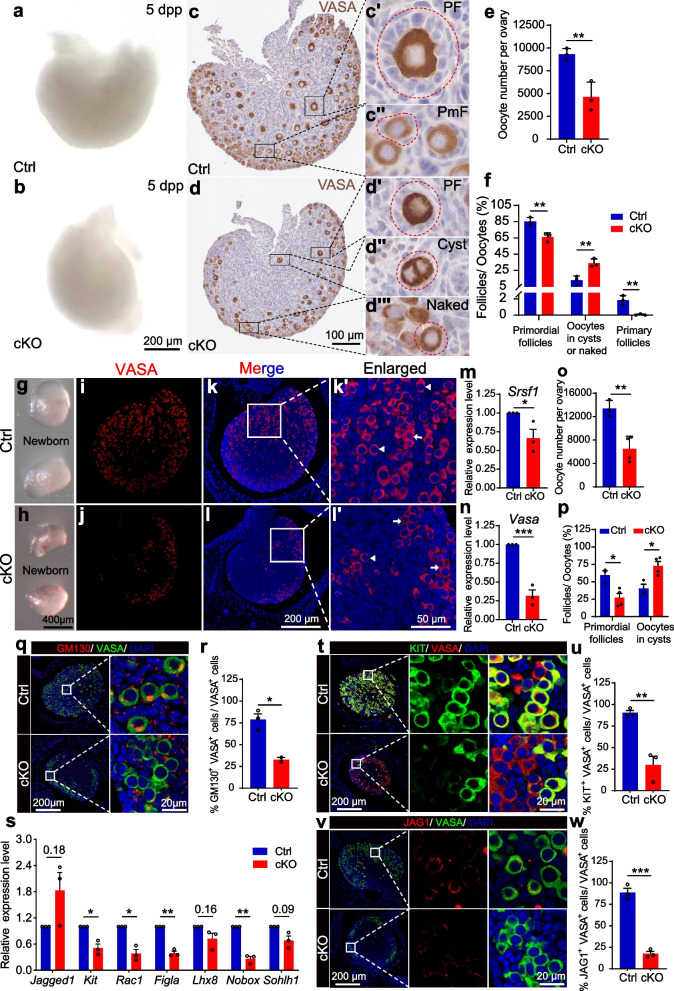
SRSF1 is required for mouse primordial follicle formation. **a, b** Ovarian atrophy in 5 dpp cKO mice. **c, d** Immunostaining of VASA in 5 dpp ovaries. PF, primary follicle (**cʹ, dʹ**), PmF, primordial follicle (**cʹʹ**)**,** cyst oocytes (**dʹʹ**)**,** naked oocyte (**dʹʹʹ**). **e** Quantification of total oocytes per 5 dpp ovary. **f** Quantification of primordial follicles, primary follicles, and oocytes in cysts or naked per 5 dpp ovary. *n* = 3. **g, h** Ovarian atrophy in newborn cKO mice. **i–l** Immunostaining of VASA in newborn ovaries. **kʹ, lʹ** The primordial follicle and oocytes in cysts are shown in magnified views. Arrowheads, PmF; arrows, cyst oocytes. **m** The mRNA level of *Srsf1* decreased in newborn cKO ovaries. **n** The mRNA level of *Vasa* decreased in newborn cKO ovaries. **o** Quantification of total oocytes per newborn ovary. Ctrl, *n* = 3; cKO, *n* = 4. **p** Percentages of primordial follicles and oocytes in cysts per newborn ovary. Ctrl, *n* = 3; cKO, *n* = 4. **q** Co-immunostaining of GM130 and VASA in newborn ovaries. **r** Percentage of double-positive cells in newborn ovaries. *n* = 2. **s** *Srsf1* deficiency downregulated expression of various genes (e.g., *Kit*, *Rac1*, *Figla*, *Nobox*). **t** Co-immunostaining of KIT and VASA in newborn ovaries. **u** Percentage of double-positive cells in newborn cKO ovaries. *n* = 3. **v** Co-immunostaining of JAG1 and VASA in newborn ovaries. **w** Percentage of double-positive cells is shown in newborn cKO ovaries. *n* = 3. Real-time qPCR data were normalized to *Gapdh* (**n, m**) or *Vasa *(**s**). *n* = 3. Significance was determined by unpaired Student’s *t* test; detailed *P* value *P* ≥ 0.05, *P < 0.05, ***P < 0.001, ****P < 0.0001. The error bar represents the mean ± SEM. Scale bar, 20 μm (**q **right,** t **magnified,** v **magnified left), 50 μm (**kʹ, lʹ**), 100 μm (**c, d**), 200 μm (**a, d, i–l, q **left,** t **left,** v **left), 400 μm (**g, h**)

The specific involvement of SRSF1 in primordial follicle formation and number determination was further verified by the observation of mild ovarian atrophy in newborn cKO mice, in which the primordial follicle pool is being established (Fig. 3g, h). RT–qPCR showed that the expression of *Srsf1* was significantly decreased in cKO ovaries (Fig. 3m), and co-immunofluorescence analysis with SRSF1 and VASA antibodies showed an absence of the SRSF1 protein in all oocytes (Fig. 2d − g). Interestingly, VASA immunostaining revealed more oocytes in cysts in cKO ovaries (Fig. 3i − l). RT–qPCR results showed that the expression of *Vasa* was significantly decreased in the cKO ovaries, suggesting that the total number of oocytes was reduced (Fig. 3n). Additionally, count data showed that the numbers of both total oocytes and primary follicles were reduced in cKO ovaries (Fig. 3o, p). However, the number of oocytes in cysts was significantly increased (Fig. 3p). Abnormal primordial follicular pool formation was further confirmed by the observation of GM130 immunofluorescence in the ovaries of newborn cKO mice [37]. Our results revealed that the number of double-positive cells was reduced in newborn cKO ovaries, suggesting that SRSF1 is essential for cyst breakdown and primordial follicle formation (Fig. 3q, r). To understand the molecular mechanisms underlying these phenotypes, we examined vital genes that regulate primordial follicle formation by RT–qPCR and found that their expression was suppressed (Fig. 3s). Co-immunostaining of VASA and KIT or JAG1 showed that the number of double-positive cells was reduced in the ovaries of newborn cKO mice (Fig. 3t − w). These data suggest that vital genes that regulate primordial follicle formation are suppressed in the ovaries of newborn cKO mice.

### Loss of SRSF1 impairs meiotic progression in oocytes

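RNA was taken from whole ovaries of C57BL/6 mice at 16.5 dpc and sequenced in 3 Ctrl and 3 cKO libraries, so each library held RNA of germ cells and of the somatic cells around them. In cKO mice, the *Stra8-GFPCre* transgene removes exons of *Srsf1* in germ cells. The sample labels call the Ctrl mice wild type. The authors aligned paired-end reads to the mouse genome (GRCm38) with HISAT2 and counted the reads on each gene with featureCounts. They deposited FPKM values of 54532 genes, in which the reads on a gene are divided by its length and by a library size. Multiplied by gene length, 100% of the values of each library came out as whole reads within 0.05 of a read, so the depth behind each value could be worked out. The reads on genes were 15548757, 15726253 and 16756795 in Ctrl 1, 2 and 3 and 15590178, 16784241 and 14212164 in cKO 1, 2 and 3. To compare cKO with Ctrl, log2(FPKM + 1) was tested with limma, two-sided, for the 17180 genes with a mean FPKM of at least 0.5 over the 6 libraries. A log2 fold change on this scale understates the change of genes with low values. Genes with an unadjusted p below 0.05 were counted, which is the paper's own limit, and p was also adjusted by the Benjamini-Hochberg method. The pseudocount of 1, the minimum FPKM, the scaling between libraries and each single library are choices that could change these counts. Whether the counting used strand is not given in the sources used here, so values of genes that overlap on opposite strands are uncertain.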

To investigate the molecular consequences of SRSF1 depletion in primordial follicle formation, we isolated mRNA from control (Ctrl) and cKO ovaries at 16.5 dpc and performed RNA sequencing. RNA-seq analyses identified 566 downregulated and 705 upregulated genes in cKO ovaries at 16.5 dpc (Fig. 4a, b; Additional file 2: Table 1). 

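*Srsf1* (ENSMUSG00000018379) lies on chromosome 11 of GRCm38 from 88047373 to 88053755 on the plus strand. Its FPKM was 80.2, 70.1 and 63.1 in Ctrl 1, 2 and 3 and 32.4, 37.0 and 36.4 in cKO 1, 2 and 3. The mean was 71.2 ± 8.61 (SD, n = 3) in Ctrl and 35.3 ± 2.49 (SD, n = 3) in cKO, a log2 fold change of -0.99 with a standard error of 0.13. In limma, this gave an unadjusted p of 0.000158 and a Benjamini-Hochberg adjusted p of 0.497. The adjusted p that the paper obtained for *Srsf1* from DESeq2 on the same libraries is 0.00032. The groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Between 2861 and 6871 reads per library stood behind these values, which include reads on the exons that Cre leaves in place. With each library left out in turn, the log2 fold change stayed between -1.07 and -0.90.

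Over all genes tested, 460 genes were higher and 301 were lower in cKO ovaries at an unadjusted p below 0.05. At an adjusted p below 0.05, limma called 0 genes, and so did limma voom on the recovered reads, which counted 467 higher and 261 lower genes at the unadjusted limit. The smallest adjusted p was 0.392 in limma, 0.0709 at a pseudocount of 0.1, 0.165 at one of 0.5, 0.151 without an intensity trend and 0.988 under voom. Without Ctrl 1 it was 0.00129, and without another library between 0.17 and 0.744. Among the genes at 0.392 is *Ighd3-1*, a segment of 17 bases with 2, 1 and 1 reads in cKO 1, 2 and 3. Leaving out cKO 2 moved the counts most, to 1457 higher and 1036 lower genes. Without Ctrl 1 there were 243 higher and 382 lower genes and 4 genes at an adjusted p below 0.05, and without Ctrl 2 there were 201 and 163. Without Ctrl 3 the counts were 548 and 628, without cKO 1 they were 230 and 211, and without cKO 3 they were 239 and 185.

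Among genes past the unadjusted limit whose 3 cKO libraries all lay on one side of the 3 Ctrl libraries, the 5 largest rises at the pseudocount of 1 were in *Ighd3-1*, *Gm27527*, *Gm27903*, *Hbb-y* and *Stra8*. *Ighd3-1*, a gene segment of 17 bases, was listed at 0 reads in each Ctrl library and had 2, 1 and 1 reads in cKO 1, 2 and 3. The log2 fold change was 2.29 for *Gm27527* (chromosome 5, 106879600 to 106879698) and 2.12 for *Gm27903* (chromosome 15, 79594668 to 79594793), both short genes inside introns of the meiotic genes *Hfm1* and *Dmc1* on the same strand. It was 2.10 for *Hbb-y* (chromosome 7, 103851749 to 103853216), a beta-globin gene whose reads the counting could split with other globin genes, and 2.06 for *Stra8* (chromosome 6, 34920163 to 34939344), after which the Cre transgene of the cKO mice is named. The 5 largest falls at that pseudocount were in *Mir7052* (log2 fold change -2.29), which overlaps *Josd2* on the same strand, *Gm44601* (-2.28), *Gm27164*, *Stfa2* (-1.88) and *Gm25666*. *Gm27164* had 2, 74 and 126 reads in Ctrl 1, 2 and 3 and 2, 0 and 0 in cKO 1, 2 and 3. Over the groups, this was 202 and 2 reads, which rests on Ctrl 2 and Ctrl 3, a ratio per library size of 0.0104 (95% exact interval 0.00125 to 0.038, counting error alone). *Gm25666* had 17 and 1 reads, a ratio of 0.0616 (interval 0.00147 to 0.393), and overlaps *Cib4* on the same strand. *Gm27164* did not pass the unadjusted limit under voom, or without Ctrl 2, Ctrl 3, cKO 1, cKO 2 or cKO 3, where its unadjusted p in limma rose to between 0.0583 and 0.0925. *Stfa2* did not pass without cKO 1 (log2 fold change -1.76) or without cKO 3 (-1.48), nor did *Ighd3-1* under voom. Of the first 5 genes of the paper's Table 1, *Ngb* rose by 1.57 (2.65 at a pseudocount of 0.1 and 2.87 under voom, where it lies above *Gm27527*, *Hbb-y* and *Stra8*), *Gm4969* rose by 1.82 and *Ccdc88c* fell by 0.76 on the log2 scale, each with no overlap between the groups. In that table, their adjusted p from DESeq2 is 5.64e-05, 0.00044 and 0.00048, against 0.978 for each in limma.

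**Figure D1:**
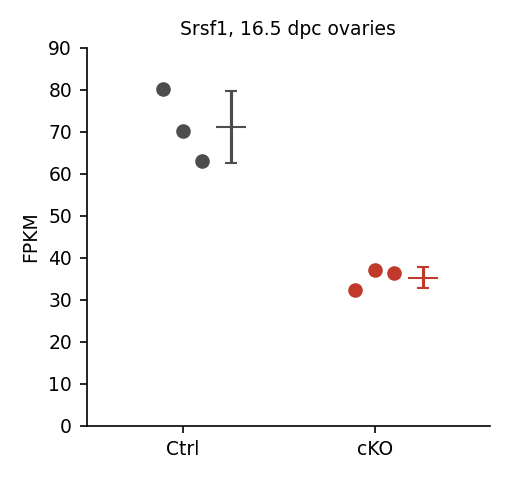
FPKM of *Srsf1* (vertical axis) in each of the 3 Ctrl and 3 cKO libraries from 16.5 dpc ovaries. Points are single libraries, and the bars beside them give the mean and SD of each group. The Ctrl libraries lie between 63.1 and 80.2 and the cKO libraries between 32.4 and 37.0.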

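A list of 55 genes that act in meiotic prophase I was written by hand to stand for GO terms of meiosis, before the FPKM values were known. The paper's Table 1 had been seen by then, so the list was not blind to its values. Of the 55 genes, 39 are also in another list used here and 18 are in the paper's Table 1, which comes from the same libraries. Of these genes, 9 passed an unadjusted p below 0.05 in limma, where 2.44 were expected from all genes tested (Fisher's exact test, two-sided, p = 0.000638, odds ratio 4.26). Of the 9, 7 were higher in cKO ovaries (*Gm4969*, which is *Meiosin*, *Stra8*, *Prr19*, *Ccdc36*, *Syce1*, *Tex12* and *Syce2*) and 2 were lower (*Psmc3ip* and *Mnd1*). A background of protein-coding genes and every planned change of pseudocount, filter, scaling or variance model left this p between 9.1e-05 and 0.00303. Without Ctrl 1 it was 0.139 with 4 genes past the limit, without Ctrl 2 it was 0.111 with 3 genes and without cKO 1 it was 0.167 with 3 genes. Without cKO 3 it was 0.0466 with 4 genes, and without Ctrl 3 and cKO 2 there were 20 and 34 genes past the limit. The genes of the list move together over the libraries, so Fisher's test counts them as more evidence than they are. Over the whole list, 48 of the 55 genes had a log2 fold change above 0, with a median of 0.66, but this direction was within the spread of the libraries (fry in limma, unadjusted p = 0.34, adjusted p = 0.818 over all lists). The median was 0.30 without Ctrl 1, 1.02 without Ctrl 3, 0.43 without cKO 1, 1.10 without cKO 2 and 0.37 without cKO 3. With a preset correlation of 0.01 between genes, limma's camera gave an unadjusted p of 7.76e-11, and with the correlation estimated from the libraries, which was 0.794, it gave 0.289. The call therefore does not hold under fry or under the estimated correlation.

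The 16 meiosis-related genes of Fig. 4d were read in the same libraries. At an unadjusted p below 0.05 in limma, 4 of them passed, and at a p adjusted over the list alone 0 passed, as over all genes tested. Adjusted over the list alone, 2 passed without Ctrl 1 and 7 without cKO 2, and 0 without each of the other libraries. The study chose these genes on the same libraries, and 10 of them are in its Table 1. *Syce1* was higher in cKO, with an FPKM of 20.2 ± 11.5 (SD, n = 3) in Ctrl and 44.8 ± 16.0 in cKO, a log2 fold change of 1.19 (standard error 0.44, adjusted p = 0.978 in limma). *Syce2* rose by 0.84 (standard error 0.32) and overlaps *Gcdh* on the other strand. *Psmc3ip* fell from 9.75 ± 2.70 to 5.05 ± 1.18, a log2 fold change of -0.82 (standard error 0.24), and overlaps *Mlx* on the other strand. *Tdrd9* fell from 4.78 ± 4.03 to 0.92 ± 0.279, a log2 fold change of -1.32 (standard error 0.54). Of these 4 genes, only *Psmc3ip* had no overlap between the groups and passed with every single library left out. *Syce1* and *Syce2* did not pass without Ctrl 1, Ctrl 2, cKO 1 or cKO 3 (log2 fold changes down to 0.82 and 0.65). With 1 library left out, *Tdrd9* passed only without Ctrl 1, with log2 fold changes between -1.94 and -0.78. *Syce2* did not pass after quantile normalization, nor *Tdrd9* under voom or without the FPKM minimum. The number of the 16 genes past the limit was 2 without Ctrl 1, 1 without Ctrl 2, 7 without Ctrl 3, 1 without cKO 1, 9 without cKO 2 and 1 without cKO 3. The other 12 genes did not pass with all 6 libraries. Without Ctrl 3, *Rad21l* (log2 fold change 1.73), *Hormad2* (1.51), *Plk1* (-0.80) and *Dmc1* (1.15) passed. Without cKO 2, *Rad21l* (1.91), *Hormad2* (1.70), *Dmc1* (1.17), *Atm* (1.13) and *Msh5* were among the genes that passed. With all libraries, the log2 fold changes were -0.27 for *Rec8*, 0.43 for *Six6os1* (listed as *4930447C04Rik*), -0.58 for *Plk1*, 1.16 for *Hormad2*, 1.31 for *Rad21l* and 0.78 for *Msh5*, with those of *Hormad1*, *Sycp1*, *Sycp3*, *Atm* and *Dmc1* between 0.27 and 0.79. *Sycp3* overlaps *Chpt1* on the other strand.

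**Figure D2:**
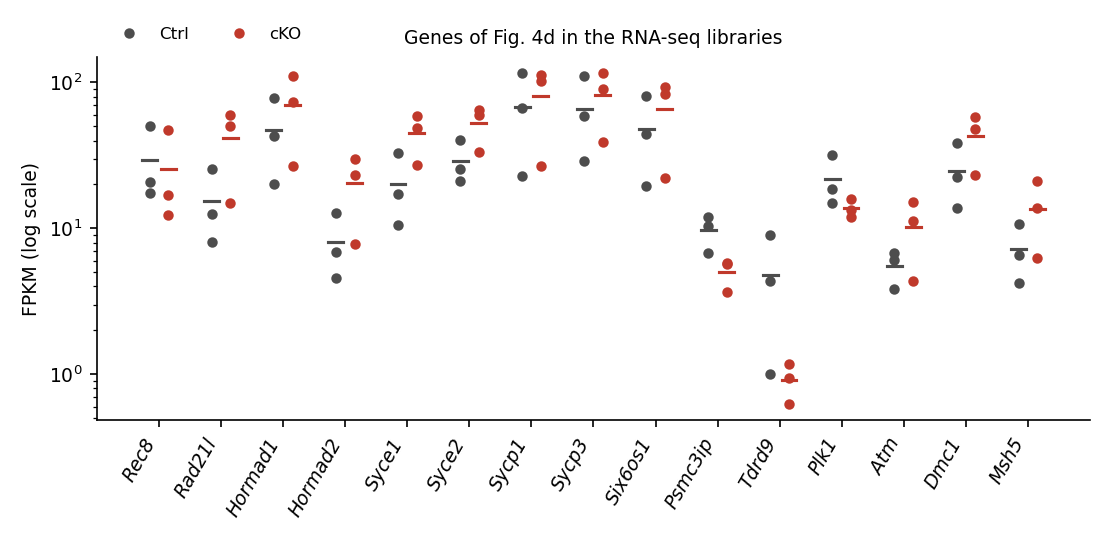
FPKM (vertical log axis) of genes of Fig. 4d in the 3 Ctrl libraries (grey) and 3 cKO libraries (red). Points are single libraries and short lines are group means. Of the genes shown, *Psmc3ip* alone has all its cKO points below all its Ctrl points, with means of 5.05 and 9.75.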

Surprisingly, Gene Ontology (GO) term enrichment indicated abnormal meiosis in cKO mouse oocytes (Fig. 4c). Next, we validated the abnormal expression of meiosis-related genes (downregulated: *Rec8*, *Six6os1*, *Psmc3ip*, *Tdrd9*, and *Plk1*; upregulated: *Hormad2* and *Syce1*) by RT–qPCR (Fig. 4d). To assess meiotic progression in cKO ovaries, MSY2 immunostaining was employed as a marker of the diplotene stage in newborn mouse ovaries (Fig. 4e) [38]. Double-positive cell counting results showed that the number of diplotene oocytes was reduced in cKO ovaries (Fig. 4f). To further evaluate this phenotype, we performed SYCP3 immunofluorescence analysis in 5 dpp mouse ovaries (Fig. 4g). Normal meiotic arrest in the dictyate stage is crucial for primordial follicle formation. It can be identified by the presence of two to four visible nucleolus signals after staining with an SYCP3 antibody [39]. Dictyate oocyte count data revealed that SRSF1 deficiency impaired meiotic progression to the diplotene stage in oocytes (Fig. 4h). These results suggest that the few oocytes in cKO ovaries that reached the diplotene stage could not develop further to the dictyate stage.

**Fig. 4:**
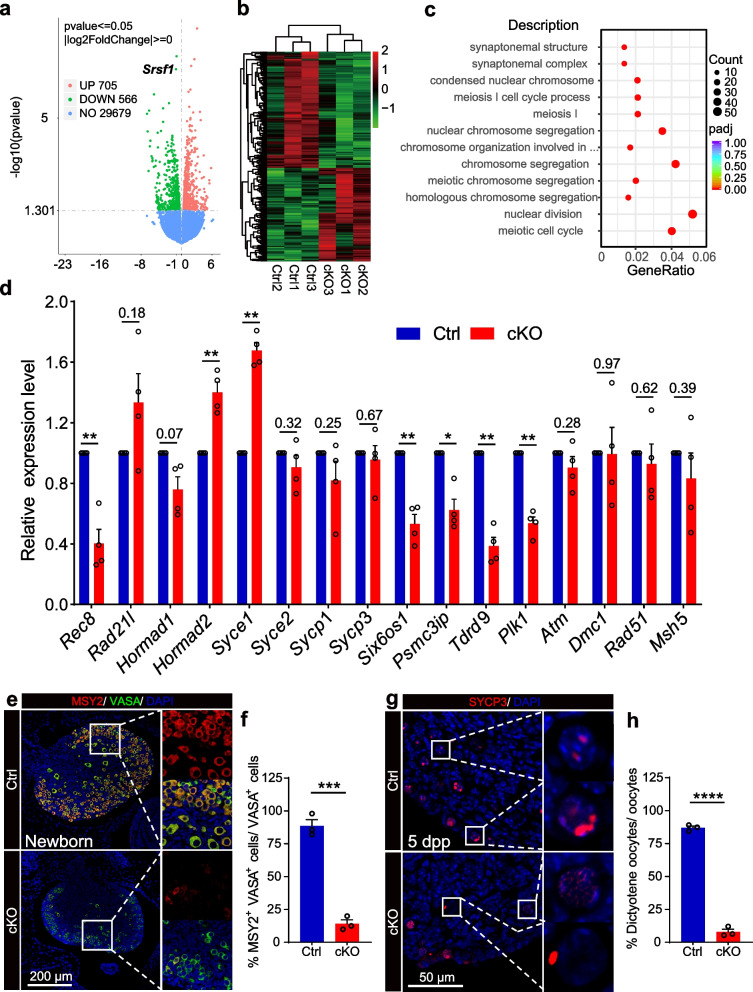
SRSF1 is required for meiotic progression. **a** Volcano map displaying the distribution of differentially expressed genes from RNA-seq data. The abscissa in the figure represents the gene fold change in cKO and Ctrl mouse ovaries. |log2FoldChange|≥ 0. The ordinate indicates the significance of gene expression differences between cKO and Ctrl mouse ovaries. *P* ≤ 0.05. Upregulated genes are shown in red dots, and downregulated genes are shown in green dots. **b** Cluster heatmap of differentially expressed genes. The abscissa is the genotype, and the ordinate is the normalized FPKM (fragments per kilobase million) value of the differentially expressed gene. Red indicates a higher expression level, while green indicates a lower expression level. **c** Scatter plot of GO enrichment analysis of the 1271 differentially expressed genes. The 12 most effective terms were selected to draw a scatter diagram for display. **d** The misregulation of meiosis-related genes in 16.5 dpc cKO ovaries. Real-time qPCR data were normalized to *Gapdh*. The value in newborn Ctrl ovaries was set as 1.0, and the relative value in the ovaries of newborn cKO mice is indicated. *n* = 4. **e** Co-immunostaining of MSY2 and VASA in newborn Ctrl and cKO ovaries. DNA was stained with DAPI. Scale bar, 200 μm. **f** Percentage of double-positive cells is shown as the mean ± SEM. *n* = 3. **g** Immunostaining of SYCP3 in 5 dpp Ctrl and cKO ovaries. DNA was stained with DAPI. The dictyotene oocytes of Ctrl ovaries are shown in magnified views. Abnormal oocytes of cKO ovaries are shown in the magnified views. Scale bar, 50 μm. **h** Percentage of dictyotene oocytes is shown as the mean ± SEM in 5 dpp ovaries. *n* = 3. Significance was determined by unpaired Student’s *t* test; detailed *P* value *P* ≥ 0.05, *P < 0.05, ***P < 0.001, ****P < 0.0001. The error bar represents the mean ± SEM

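Ctrl and cKO libraries did not separate on the first principal component. Over the genes tested, correlations of log2(FPKM + 1) across genes were between 0.942 and 0.966 within Ctrl, between 0.945 and 0.961 within cKO and between 0.928 and 0.967 across the groups, where genes are not independent replicates. The first principal component, computed without the genes of the lists, held 39.5% of the variance. It was -40.4, -11.3 and 15.8 in Ctrl 1, 2 and 3 and 31.8, -22.1 and 26.2 in cKO 1, 2 and 3. The mean level of the meiotic prophase I list, centred over the libraries, was -0.94, -0.30 and 0.33 in Ctrl 1, 2 and 3 and 0.67, -0.43 and 0.66 in cKO 1, 2 and 3. A list of 10 genes used by germ cells in general was at -0.95, -0.14 and 0.55 in Ctrl and 0.37, -0.44 and 0.61 in cKO. The SD of the meiotic list was 0.64 within Ctrl and 0.63 within cKO. From the GO terms among the genes it called with DESeq2 in these libraries, the paper reasons that meiosis is abnormal in cKO oocytes, and it takes the question on to RT–qPCR and to staining of oocytes.

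**Figure D3:**
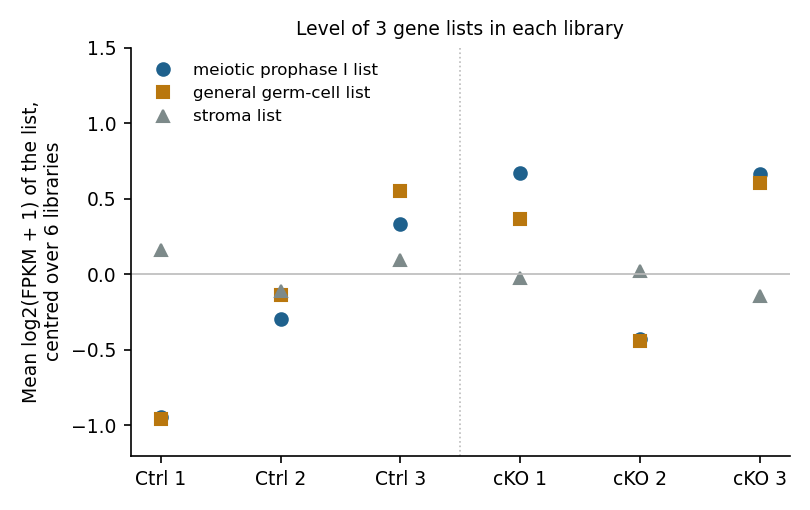
Mean log2(FPKM + 1) of 3 gene lists in each of the 6 libraries, centred over the libraries (vertical axis). Circles are the meiotic prophase I list, squares the general germ-cell list and triangles the stroma list. Ctrl 1 lies at -0.94 for the meiotic list, and cKO 2 lies at -0.43, below Ctrl 2 and Ctrl 3.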

### SRSF1 deficiency leads to defects in synapsis and crossover recombination in cKO ovaries

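A narrower list of 31 genes of the synaptonemal complex, of crossing over and of the pairing of homologues was tested in the 16.5 dpc libraries in the same way. All 31 genes are also in another list used here, and 9 are in the paper's Table 1, which had been seen when the list was written. At an unadjusted p below 0.05 in limma, 4 genes passed, all higher in cKO ovaries, where 1.37 were expected (Fisher's exact test, two-sided, p = 0.0466, odds ratio 3.21). They were *Prr19* (log2 fold change 0.96), *Syce1*, *Tex12* (1.25) and *Syce2*. This p did not hold with each library left out. In Fisher's exact test, 0 genes of the list passed without Ctrl 1 (p = 0.629), Ctrl 2 (p = 1), cKO 1 (p = 1) or cKO 3 (p = 1), while 8 passed without Ctrl 3 and 14 without cKO 2. Calls over all genes moved too, from 761 to between 364 and 625 in the former fits and to 1176 and 2493 in the latter. A fit with fewer libraries also has less power, so the lost calls cannot be traced to 1 library. Of the 31 genes, 27 had a log2 fold change above 0, with a median of 0.54 and an adjusted p of 0.818 over all lists (fry in limma).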

The GO term enrichment results showed abnormal homologous chromosome segregation in cKO mouse oocytes (Fig. 4c). The COs cause the exchange of homologous DNA and establish the physical connections between homologues required for proper chromosome segregation [40]. MutL homologue 1 (MLH1) has been recognized as a classic marker of COs [41–43]. Therefore, the distribution of MLH1 foci was evaluated by MLH1 and SYCP3 immunostaining in newborn mouse oocyte surface spreads (Fig. 5a). The counts of MLH1 foci showed that the formation of COs was reduced in diplotene oocytes (Fig. 5b). The final and significant purpose of meiotic recombination is the formation of COs [44, 45]. To probe the nature of meiotic recombination in cKO ovaries, we examined chromosomal synapsis through oocyte surface spread analysis in newborn mouse ovaries. Aberrant synapsis was frequently observed in cKO oocytes based on the localization of synaptonemal complex protein 1 (SYCP1), SYCP3, and CREST (Fig. 5c). Surprisingly, SYCP1 could not be loaded onto chromosomes in cKO mouse oocytes (Fig. 5c). The provided schematic diagram shows the failure of synapsis in cKO oocytes (Fig. 5d, e). These data suggest that the failure of synapsis and the inability to undergo homologous recombination (HR) resulted in fewer COs in cKO oocytes.

**Fig. 5:**
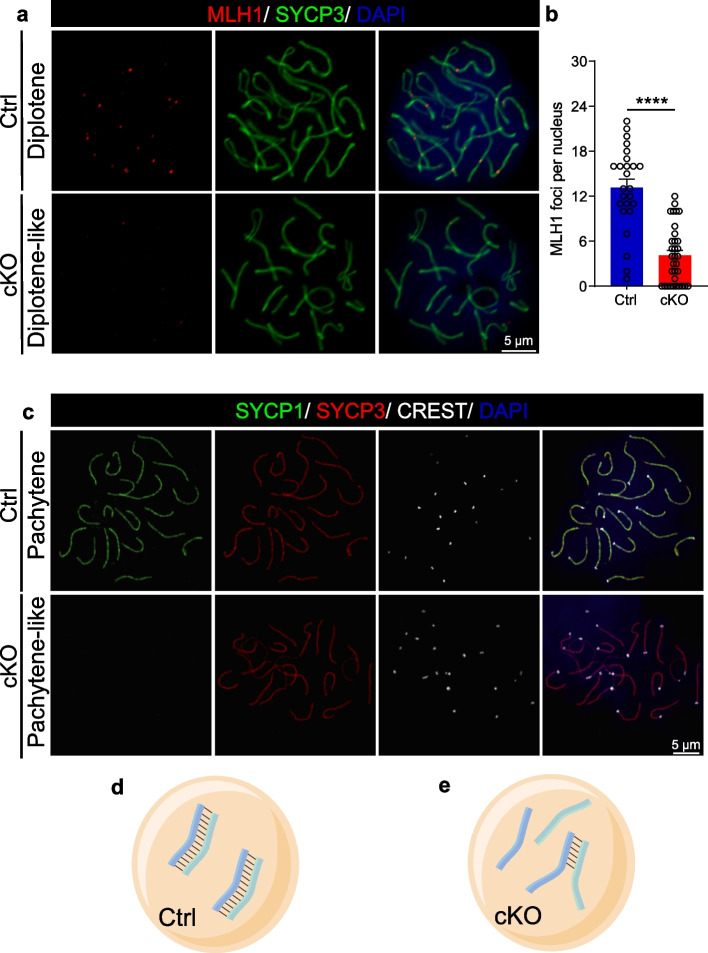
SRSF1 deficiency impairs chromosome synapsis and the formation of COs at meiotic prophase I. **a** Co-immunostaining of MLH1 and SYCP3 in newborn Ctrl and cKO oocytes. DNA was stained with DAPI. Scale bar, 5 μm. **b** The number of COs, marked by MLH1 foci (red), was significantly reduced in cKO diplotene-like oocytes compared with Ctrl oocytes. Twenty-five Ctrl oocytes and thirty-three cKO oocytes were obtained from 3 animals. Significance was determined by unpaired Student’s *t* test; ****P < 0.0001. The error bar represents the mean ± SEM. **c** Localization of SYCP1, SYCP3, and CREST in newborn Ctrl and cKO oocytes. DNA was stained with DAPI. Scale bar, 5 μm. Diagrams illustrate aberrant synapsis in Ctrl (**d**) and cKO (**e**) oocytes

### SRSF1 is essential for the resection of SPO11-linked DNA double-strand breaks (DSBs)

DSBs formed during meiosis recruit phosphorylated histone H2AX (γH2AX) [46]. Therefore, we monitored the progression of meiotic recombination in 17.5 dpc ovaries by the co-immunostaining with γH2AX and SYCP3. The immunostaining results revealed distinct γH2AX signals in cKO oocytes, whereas few oocytes in Ctrl ovaries showed positive γH2AX staining (Fig. 6a). The double-positive cell counting data confirmed that some DSBs were not repaired correctly in cKO oocytes (Fig. 6b). Replication protein A (RPA) is a single-strand DNA-binding heterotrimeric complex composed of RPA1, RPA2, and RPA3 that is essential for meiotic recombination [47]. We examined the localization of RPA1 as a representative of the RPA complex by nuclear spread analysis in newborn mouse ovaries. The co-immunostaining of RPA1 and SYCP3 showed that many RPA complexes remained uncleared in the diplotene stage in cKO oocytes (Fig. 6c, d). RecA-like proteins DMC1 and RAD51 form a nucleoprotein filament on ssDNA within DSBs to aid in the search and invasion of the homologous partner for successful recombination and synapsis. We further explored the distribution of proteins involved in recombination and DSB repair. Interestingly, the localization of DMC1, γH2AX, and SYCP3 showed that significant DMC1 foci were present on chromosomes in the pachytene stage in cKO oocytes (Fig. 6e). The DMC1 focus count data revealed an increase in recombinase on chromosomes in the pachytene stage in cKO oocytes (Fig. 6f). However, the recombinase had lost its ability to effect on DNA repair. These observations suggest that SRSF1 is essential for the resection of SPO11-linked DSBs in meiotic prophase.

**Fig. 6:**
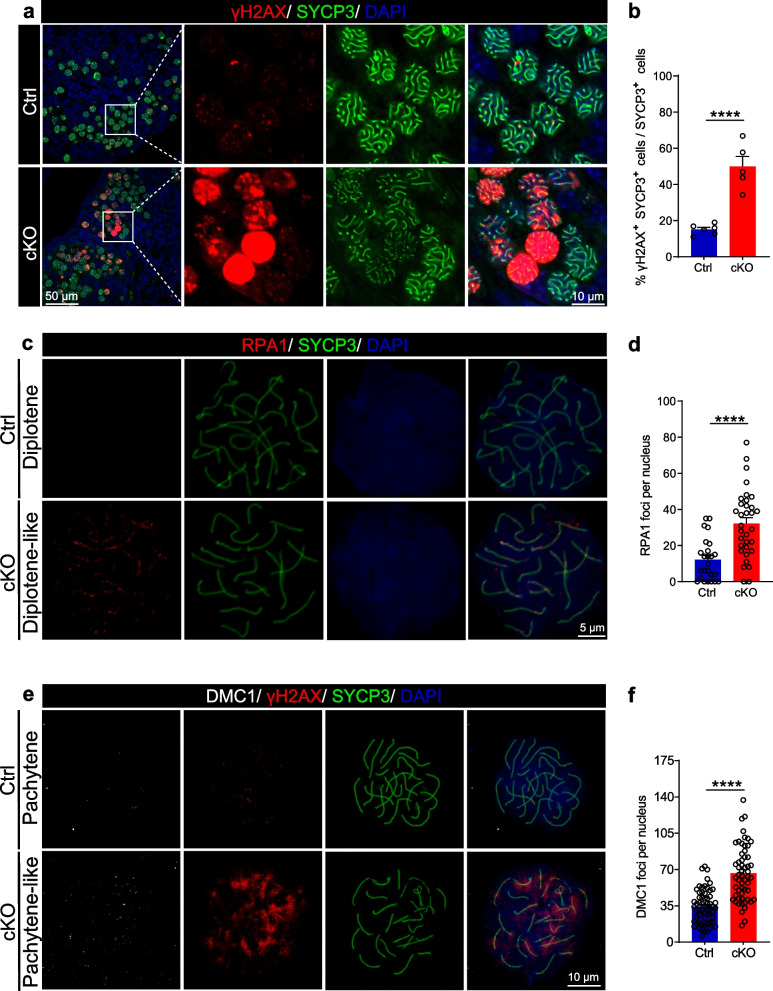
SRSF1 is necessary for the resection of DSBs. **a** Co-immunostaining of γH2AX and SYCP3 in 18.5 dpc Ctrl and cKO ovaries. DNA was stained with DAPI. Scale bar of the top panel, 50 μm. Scale bar of the rest panel, 10 μm. **b** Percentage of double-positive cells is shown as the mean ± SEM in 18.5 dpc ovaries. Ctrl, *n* = 6; cKO, *n* = 5. **c** Co-immunostaining of RPA1 and SYCP3 in newborn Ctrl and cKO oocytes. DNA was stained with DAPI. Scale bar, 5 μm. **d** In cKO diplotene-like oocytes, the number of RPA1 foci (red) was maintained at a relatively high level. Twenty-five Ctrl oocytes and thirty-three cKO oocytes were obtained from 3 animals. **e** Localization of DMC1, γH2AX, and SYCP3 in 18.5 dpc Ctrl and cKO oocytes. DNA was stained with DAPI. Scale bar, 10 μm. **f** In cKO pachytene oocytes, the number of DMC1 foci (white) was maintained at a relatively high level. Sixty Ctrl oocytes and fifty-six cKO oocytes were obtained from 4 animals. Significance was determined by unpaired Student’s *t* test; detailed *P* value *P* ≥ 0.05, *P < 0.05, ***P < 0.001, ****P < 0.0001. The error bar represents the mean ± SEM

### SRSF1 directly regulates the splicing of the POI-related genes *Msh5* and *Six6os1*

RNA-seq analyses showed 191 AS events that were identified as significantly affected (FDR < 0.05) in 16.5 dpc cKO ovaries (Additional file 3: Table 2). Among the 191 affected AS events, most (141) were classified as skipped exons (SEs). In addition, ten AS events were categorized as alternative 5′ splice sites (A5SSs), 10 as alternative 3′ splice sites (A3SSs), 15 as mutually exclusive exons (MXEs), and 15 as retained introns (RIs) (Fig. 7a). The GO enrichment analysis of the alternatively spliced genes revealed that eleven meiosis-related genes showed alterations in AS forms (Fig. 7b). At least two (*Six6os1* and *Msh5*) of these genes have been associated with POI [19, 20, 48]. We then visualized the different types of AS based on RNA-seq data by using Integrative Genomics Viewer (IGV, 2.10.2) software (Fig. 7c). RT–PCR results showed that the pre-mRNAs of *Six6os1* and *Msh5* in cKO mouse oocytes exhibited abnormal AS (Fig. 7d). The results of RIP–qPCR showed that SRSF1 could bind to the pre-mRNAs of *Msh5* and *Six6os1* (Fig. 7e, f). Interestingly, Western blotting and immunostaining revealed that the protein levels of MSH5 and SIX6OS1 were significantly suppressed (Fig. 7g − k; Additional file 4: Fig. S2a, b). Additionally, abnormal AS changed the mRNA decay rates of *Six6os1* (Fig. 7l) but not *Msh5* (Additional file 4: Fig. S2c) in cKO mouse ovaries.

**Fig. 7:**
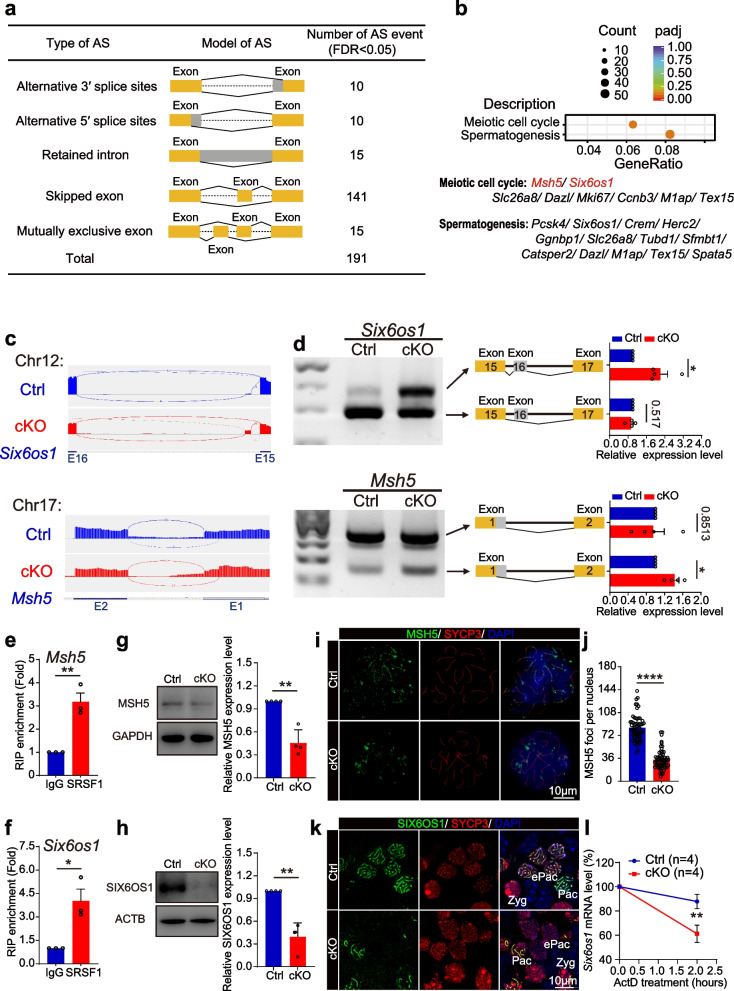
SRSF1 directly regulates the splicing of *Msh5* and *Six6os1*. **a** Five AS events were significantly affected by SRSF1-deficient oocytes. rMATS (3.2.5) software was used to analyse AS events (FDR < 0.05). FDR, false discovery rate calculated from the *P* value. **b** Scatter plot of the GO enrichment analysis of the 191 affected AS events. **c** A schematic of the regulation of the splicing of *Msh5* and *Six6os1.* Integrative Genomics Viewer (IGV, version 2.10.2) was used to visualize and confirm AS events in RNA-seq data. E, exon. **d** The ectopic splicing of *Msh5* and *Six6os1* in cKO ovaries was analysed by RT–PCR (*n* = 4 per group). The scheme and cumulative data on the percentage of the indicated fragment are shown accordingly. **e, f** SRSF1 directly regulated the expression of *Msh5* and *Six6os1* by RIP–qPCR in 16.5 dpc mouse ovaries. *n* = 3. **g, h** Western blotting of MSH5 and SIX6OS1 expression in 17.5 dpc Ctrl and cKO ovaries. GAPDH (**g**) or ACTB (**h**) served as a loading control. *n* = 4. **i** Localization of MSH5 and SYCP3 in 17.5 dpc Ctrl and cKO oocytes. DNA was stained with DAPI. Scale bar, 10 μm.** j** The number of MSH5 foci (green) was significantly reduced in cKO pachytene oocytes compared with Ctrl oocytes. Sixty Ctrl oocytes and sixty cKO oocytes were obtained from 4 animals. **k** Co-immunostaining of SIX6OS1 and SYCP3 in 17.5 dpc Ctrl and cKO ovaries. DNA was stained with DAPI. Zyg, zygotene; ePac, early pachytene; Pac, pachytene. Scale bar, 10 μm. **l** The expression of *Six6os1* in 16.5 dpc cKO ovaries after ActD treatment at different times. *n* = 4. Significance was determined by unpaired Student’s *t* test; detailed *P* value *P* ≥ 0.05, *P < 0.05, ***P < 0.001, ****P < 0.0001. The error bar represents the mean ± SEM

## Discussion

### Abnormal follicle stock formation induces POI

The primordial follicle pool that forms perinatally is a female’s sole lifelong source of oocytes [49]. POI is determined by the exhaustion of the primordial follicle pool in the ovaries [5]. In cKO ovaries, we found more oocytes in cysts but a reduced number of total oocytes and primordial follicles. Our data suggest that cyst breakdown and primordial follicle formation are disrupted in cKO oocytes. Similar phenotypes have been observed following the loss of oocyte-specific genes (e.g., *Lhx8*, *Nobox*, *Sohlh1*, *Sohlh2*, *Figla*, *Kit*, *Jag1*, and *Rac1*) [50–56]. This study showed that most oocyte-enriched genes that regulate primordial follicle formation are suppressed in the ovaries of newborn cKO mice (Fig. 3s; Additional file 5: Fig. S3).

Interestingly, although the level of JAG1 protein was significantly reduced (Fig. 3v, w), there was no significant change in the *Jag1* mRNA level in the ovaries of newborn cKO mice (Fig. 3s). We speculate that SRSF1 acts as an essential splicing factor for *Jag1* and other regulatory factors involved in primordial follicle formation. However, meiotic defects are the leading cause of abnormal primordial follicle formation.

### Meiotic defects impair primordial follicle formation

Routine meiotic arrest at the dictyate stage is crucial for correcting DNA damage so that sufficient follicle numbers are retained in the ovary to ensure optimal fertility for an adequate period and prevent the transmission of genetic defects to the next generation [57]. Previous studies have shown that meiosis-related genes (e.g., *Stag3*, *Syce1*, *Spidr*, *Psmc3ip*, *Hfm1*, *Msh4*, *Msh5*, *Mcm8*, *Mcm9*, *Csb-Pgbd3*, and *Nup107*) play essential roles in the assembly of primordial follicles [5]. Co-immunostaining with MSY2 and SYCP3 antibodies showed that the few oocytes that reached the diplotene stage in cKO ovaries could not develop further to the dictyate stage (Fig. 4e-h). Additionally, the abnormal expression of meiosis-related genes (e.g., *Rec8*, *Six6os1*, *Psmc3ip*, *Tdrd9*, *Plk1*, *Hormad2*, and *Syce1*) impaired oocyte meiotic progression (Fig. 4d). These results suggest that meiotic defects led to abnormal dictyate arrest during primordial follicle formation.

### Abnormal AS of *Msh5* and *Six6os1* causes meiotic defects

SRSF1 directly binds and regulates interferon regulatory factor 7 (*Irf7*) and interleukin-27 receptor subunit alpha (*Il27ra*) expression via AS in the late stage of thymocyte development [30]. In addition, SRSF1 directly binds and regulates the AS of *Myb* pre-mRNA in invariant natural killer T cells. Furthermore, SRSF1 promotes cell proliferation, survival, and invasion in glioma tissues and cell lines by specifically switching the AS of myosin IB (MYO1B) [58]. Nevertheless, the physiological roles of SRSF1 during meiosis are still largely unclear. One key finding of this study is that SRSF1 directly regulates the AS of *Msh5* and *Six6os1* associated with POI during meiotic prophase I. In addition, in SRSF1-deficient oocytes, the expression of MSH5 protein levels is significantly reduced leading to POI.

MSH5 heterodimers play an essential role in the HR-based repair of DSBs [59]. Accordingly, the loss of either gene in mice results in meiotic disruption prior to the pachytene stage, including incomplete synapsis, persistence of RAD51/DMC1, and a failure to complete DSB repair [60, 61]. Unexpectedly, this study demonstrated that cKO mouse oocytes were blocked in the early diplotene stage, mainly due to the incomplete deficiency of the MSH5 protein in *Srsf1* cKO oocytes. However, we found that the number of RPA1 and DMC1 foci on chromosomes was significantly increased in *Srsf1* cKO oocytes relative to control oocytes (Fig. 6c, e) and that a large number of DSBs were not repaired correctly in *Srsf1* cKO oocytes (Fig. 6b). These phenotypes are similar to those of MSH5-deficient oocytes [61].

C14ORF39/SIX6OS1 is the central element of the SC, defects in which cause POI [20, 62]. The loss of SRSF1 leads to the abnormal splicing of *Six6os1* pre-mRNA, and SIX6OS1 does not localize to the central element of the SC in most early pachytene oocytes in this genetic background (Fig. 7k). The observed SC defects partially explain why failure of synapsis occurs in SRSF1-deficient oocytes. Synapsis provides the basis for crossover recombination [63]. Therefore, the formation of COs in diplotene oocytes is decreased (Fig. 5b). These defects prevent the diplotene oocytes from undergoing typical meiotic arrest at the dictyate stage, which seriously impairs primordial follicle formation.

### Quality control mechanisms eliminate defective oocytes

Oocyte quality and number are important determinants of reproductive success [64]. The selective elimination of oocytes during the early stages of oogenesis influences these attributes and is normally observed in mammalian foetal ovaries [65]. Historically, oocyte elimination in mice has been attributed to three quality control mechanisms: meiotic silencing, the synapsis checkpoint, and the DNA damage checkpoint [4]. We observed increased DNA damage and accumulation of unrepaired DSBs, as indicated by the abundances of γH2AX and RPA1, respectively, suggesting less effective DNA damage repair despite an increased number of DMC1 foci (Fig. 6a–f). Additionally, we found that low expression of the MSH5 protein led to defects in HR and synapsis (Fig. 7g, i, j). Defective oocytes with both persistent DNA damage and chromosome asynapsis may be eliminated by the combined effects of the synapsis and DNA damage checkpoints. This study showed that defective oocytes were eliminated by this mechanism in the ovaries of newborn, 5 dpp, and adult mice (Figs. 2v and 3e, o). Interestingly, oocytes in meiotic arrest were detected in 5 dpp cKO mouse ovaries (Fig. 4g). The primordial follicle pool is depleted in 6 dpp *Msh5*^–/–^ and *Six6os1*^−/−^ mouse ovaries [62, 66]. Therefore, this is a significant reason that SRSF1 deficiency impairs quality control mechanisms. However, we could not illuminate the specific mechanism due to the premature deletion of SRSF1. Next, we will further develop this exciting work in other mouse models. Nevertheless, it is clear that SRSF1 is indispensable for oocyte survival.

In summary, our study provides an important theoretical basis for understanding the mechanisms of posttranscriptional regulation of oocyte meiosis by pre-mRNA splicing. Additionally, the discovery of the AS of POI-related genes in a mouse model provides the molecular basis for the clinical diagnosis and treatment of POI and the generation of eggs from induced stem cells.

## Conclusions

This study demonstrates that SRSF1 plays a critical role in posttranscriptional regulation by specifically regulating the splicing of the POI-related genes *Msh5* and *Six6os1* during meiotic prophase I in mouse oocytes. This SRSF1-mediated posttranscriptional regulation is essential for primordial follicle formation and number determination (Fig. 8).

**Fig. 8:**
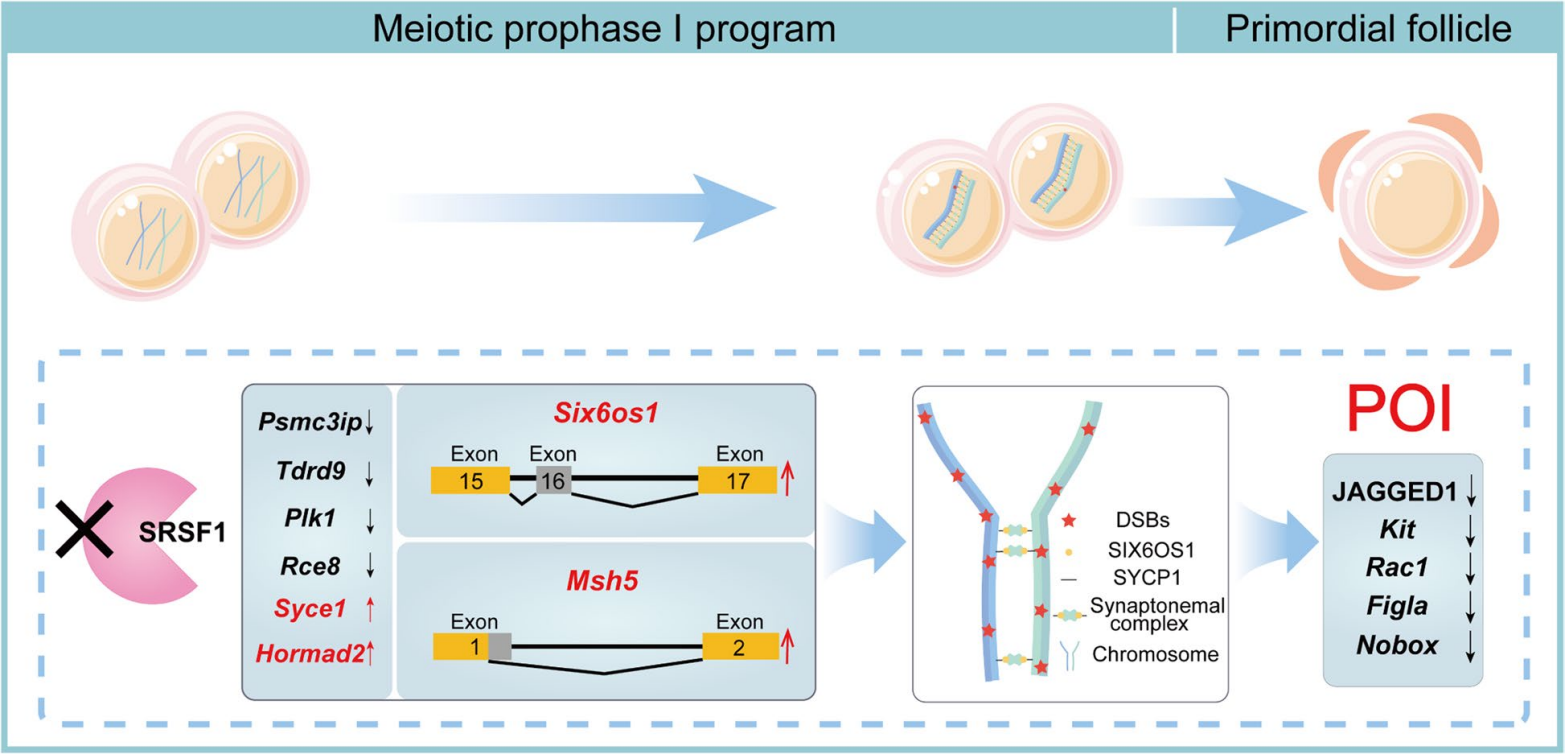
A schematic illustration of the molecular mechanisms by which SRSF1 regulates primordial follicle formation and number determination during meiotic prophase I

## Methods

### Mouse strains

C57BL/6N and ICR mice were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. *Srsf1*^*Fl/Fl*^ mice were generated in the laboratory of Prof. Xiangdong Fu (University of California, San Diego, USA) and were kindly provided by Prof. Yuanchao Xue (Institute of Biophysics, Chinese Academy of Sciences, Beijing, China) [29]. *Stra8-GFPCre* mice were kindly provided by Prof. Minghan Tong (Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences, Shanghai, China) [35, 36]. To generate *Srsf1* cKO mice, *Stra8-GFPCre* mice were crossed with *Srsf1*^*Fl/Fl*^ mice. The primers used for PCR to genotype *Srsf1*^*Fl/Fl*^ and *Stra8-GFPCre* mice are shown in Additional file 6: Table 3. All mice were bred and housed under specific pathogen-free conditions with controlled temperature (22 ± 1 °C) and exposed to a constant 12-h light–dark cycle in the animal facilities of China Agricultural University. All experiments were conducted according to the guidelines and with the approval of the Institutional Animal Care and Use Committee of China Agricultural University (No. AW80401202-3–6).

### Fertility test

For 3 months, two 6-week-old female mice were caged with one 8-week-old C57BL/6N male wild-type mouse. The number of pups from each female was recorded each day, and the date of parturition was recorded. These results were used to analyse the reproductive curve.

### Immunostaining and histologic analysis

Mouse ovaries were fixed with 4% paraformaldehyde (P6148-500G, Sigma–Aldrich, Missouri, USA) in PBS (pH 7.4) at 4 °C overnight, dehydrated in graded ethanol solutions, vitrified with xylene, and embedded in paraffin. Tissue sections were cut at a 5-μm thickness for immunostaining and histologic analysis or an 8-μm thickness for counting the follicles in adult ovaries. For histological analysis, sections were dewaxed in xylene and rehydrated in graded ethanol solution and then stained with haematoxylin. After sealing the slides with neutral resin, a Ventana DP200 system was used for imaging. For immunofluorescence analysis, antigen retrieval was performed by microwaving the sections with sodium citrate buffer (pH 6.0). After blocking with 10% goat serum at room temperature for 1 h, the sections were incubated with primary antibodies in 5% goat serum (Additional file 7: Table 4) overnight at 4 °C. After washing with PBS, the sections were incubated with secondary antibodies (Additional file 7: Table 4) at room temperature in the dark for 1 h. The slides were mounted in antifade mounting medium with DAPI (P0131, Beyotime, Shanghai, China). Photos were taken with a Nikon A1 laser scanning confocal microscope and a Zeiss OPTOME fluorescence microscope. For immunohistochemistry analysis, the same protocol that was applied for immunofluorescence analysis was followed up to the heat-mediated antigen retrieval step, and subsequent operations followed the IHC kit instructions (SP-9000, ZSGB-BIO, Beijing, China). Colour visualization in the sections was achieved with a DAB horseradish peroxidase colour development kit (ZLI-9017, ZSGB-BIO, Beijing, China). Imaging was performed according to the histological analysis protocol.

### Quantification of follicles and oocytes

Serial 8-μm sections were cut from paraffin-embedded adult ovaries. All follicles or oocytes in VASA immunostained ovarian sections were counted. Follicle types were classified according to the following structural characteristics. As described previously [67], the following follicle types were distinguished: primordial follicles (type 1 and type 2), primary follicles (type 3), secondary follicles (type 4 and type 5), and antral follicles (types 6 − 8).

Serial 5-μm sections were obtained from paraffin-embedded ovaries from 5 dpp and newborn mice. The sections were stained with haematoxylin, and the following categories of oocytes and follicles were counted in every fifth section: primordial follicles (oocytes approximately 20 μm in diameter surrounded by 3 − 5 flat pregranulosa cells each); oocytes in cysts (two or more oocytes with shared cytoplasm); and naked oocytes (oocytes without any granulosa cells). As described previously [68], the sum of these counts was multiplied by five to estimate the total number of oocytes and follicles in each ovary.

### Oocyte surface spreading

Oocyte purification was performed as described previously [69]. In brief, mouse ovaries were isolated and digested with 90 μl of TrypLE (12,604,021, Thermo, New York, US) at 37 °C for 10 min under constant shock. Digestion was terminated by adding 10 μl foetal bovine serum (C0235, Beyotime, Shanghai, China). After centrifugation at 1000 rpm for 1 min, the supernatant was discarded, and the cells were treated with 80 μl hypotonic buffer (30 mM Tris–HCl, 17 mM trisodium citrate dihydrate, 50 mM sucrose, 5 mM EDTA, 0.5 mM DTT, pH 8.2) containing proteinase inhibitor (1:100, P1005, Beyotime, Shanghai, China) for 30 min. Slides were pretreated with 20 μl of fixation buffer (1% paraformaldehyde, pH 9.2 with 50 mM boric acid) containing 0.15% Triton X-100 (T9284, Sigma, Missouri, USA) applied evenly on slides in advance. Then, 20 μl aliquots of the cell suspension were dripped onto the slides, which were incubated at 37 °C for 4 h in a humidified box. The samples were left to dry at room temperature. Then, immunofluorescence staining was performed according to the protocol described above.

### RT–PCR and RT–qPCR

Total RNA was extracted by using RNAiso Plus (9109, Takara, Kusatsu, Japan) and a Direct-zol RNA MicroPrep kit (R2060, Zymo Research, California, USA), and the concentration was measured with a Nano-300 ultramicro spectrophotometer (Allsheng, Hangzhou, China). cDNA was obtained according to the instructions of the TIANScript II RT kit (KR107, TIANGEN, Beijing, China). The expression of transcripts of the target gene was measured by using a Light Cycle® 96 instrument (Roche) with Hieff UNICON SYBR green master mix (11198ES08, Yeasen, Shanghai, China). AS analyses were performed on a RePure-A PCR instrument (BIO-GENER, Hangzhou,China). Primers were synthesized by Sangon Biotech (Additional file 6: Table 3). The expression level of *Gapdh* or *Vasa* was used as the control, and this value was set as 1. The relative transcript expression levels of other samples were obtained by comparing them with the control results.

### RNA stability assay

One half of an ovary was treated with 50 μg/mL actinomycin D (ActD, SBR00013, Sigma–Aldrich, Missouri, USA) for transcription inhibition. Samples were collected at 0 and 120 min after transcription inhibition. The RNA stabilities of *Msh5* and *Six6os1* were determined by analysing total RNA without gDNA.

### RNA-seq

Total RNA was extracted from mouse ovaries according to the above protocol at 16.5 dpc. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, we established a transcriptome sequencing library and assessed library quality on an Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using a TruSeq PE Cluster kit v3-cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on the Illumina NovaSeq platform, and 150 bp paired-end reads were generated. After quality control, all the downstream analyses were performed on clean, high-quality data. The index of the reference genome was built, and paired-end clean reads were aligned to the reference genome using HISAT2 software (version 2.0.5). FeatureCounts (version 1.5.0) was used to count the number of reads mapped to each gene. 

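In the deposited table, the library size that divides each value was close to the sum of the reads on genes, between 0.9645 and 1.0425 times that sum over the 6 libraries. Haemoglobin genes took 1.69%, 0.608% and 0.388% of the reads in Ctrl 1, 2 and 3 and 0.129%, 0.796% and 0.746% in cKO 1, 2 and 3. The 10 genes with the most reads took between 3.97% and 5.33% of each library. Scaling each library by the median of its gene ratios instead of by this library size gave 487 higher and 284 lower genes in cKO at an unadjusted p below 0.05 in limma.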

Then, the fragments per kilobase million (FPKM) value of each gene was calculated based on the length of the gene and the read count mapped to this gene. Differential expression analysis of cKO/Ctrl ovaries (three biological replicates per condition) was performed using the DESeq2 R package (version 1.20.0). 

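At an unadjusted p below 0.05, 5% of the 17180 genes tested in limma, or 859 genes, would pass if no gene differed and genes were independent, and 761 genes passed. The 3 cKO libraries lay on one side of the 3 Ctrl libraries for 1492 genes, which is 8.68% of the genes tested, where chance gives 10%. Of these, 583 also passed the unadjusted limit. In 3 simulated libraries against 3 of the same depth, with genes drawn independently of each other, genes were raised or lowered 2-fold or 4-fold. Of 190 genes changed in this way among 17206 tested, 88.4% passed the unadjusted limit in the right direction and 84 passed an adjusted p below 0.05. The changed genes were picked at random, so these values do not give the sensitivity for the meiotic genes, which move together over the libraries.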

Genes with a *P* value < 0.05 identified by DESeq2 were considered differentially expressed.

### AS analysis

rMATS software (version 3.2.5) was used to analyse the AS events in cKO mouse ovaries based on RNA-seq data. Five types of AS events (SE, RI, MXE, A5SS, and A3SS) were revealed by rMATS software. Our threshold for screening differentially significant AS events was a false discovery rate (FDR) less than 0.05. Splicing events with an FDR less than 0.05 and an inclusion-level difference with a significance of at least 5% (0.05) were considered statistically significant. The IGV (Version 2.10.2) was used to visualize and confirm AS events based on RNA-seq data.

### GO term enrichment analysis

The GO enrichment analysis of differentially expressed genes and AS genes was implemented with the clusterProfiler R package (version 3.4.4), in which gene length bias was corrected. Mouse genome data (GRCm38/mm10) were used as the reference, and Benjamini–Hochberg multiple tests were applied to adjust multiple testing. GO terms with corrected *P* values of less than 0.05 were considered significantly enriched by differentially expressed genes and AS genes.

### Western blotting

Total protein was extracted with cell lysis buffer (P0013, Beyotime, Shanghai, China) containing PMSF (1:100, ST506, Beyotime, Shanghai, China) and a protease inhibitor cocktail (1:100, P1005, Beyotime, Shanghai, China). A BCA protein assay kit (CW0014S, CWBiotech, Beijing, China) was used to measure the protein concentration. The protein lysates were electrophoretically separated on sodium dodecyl sulfate–polyacrylamide gels and electrically transferred to polyvinylidene fluoride membranes (IPVH00010, Millipore, Ireland). The membranes were blocked in 5% skimmed milk for 1 h and incubated with the primary antibodies (Additional file 7: Table 4) for one night at 4 °C. Then, the membranes were incubated with secondary antibodies (Additional file 7: Table 4) at room temperature for 1 h. Proteins were visualized using the Tanon 5200 chemiluminescence imaging system following incubation with BeyoECL Plus (P0018S, Beyotime, Shanghai, China).

### RNA immunoprecipitation (RIP) and RIP–qPCR

As described previously [70], RIP was performed using 16.5 dpc mouse ovaries. The ovaries were lysed in cell lysis buffer (P0013, Beyotime, Shanghai, China) containing PMSF (1:100, ST506, Beyotime, Shanghai, China), a proteinase inhibitor cocktail (1:100, P1005, Beyotime, Shanghai, China), DTT (1:50, ST041-2 ml, Beyotime, Shanghai, China), and an RNase inhibitor (1:20, R0102-10 kU, Beyotime, Shanghai, China). After incubation on ice for 20 min, the lysate was added to 20 μl of protein A agarose (P2051-2 ml, Beyotime, Shanghai, China) for preclearing at 4 °C for 1 h. Two micrograms of an SRSF1 antibody (sc-33652, Santa Cruz Biotechnology, California, USA) and a normal mouse IgG (sc-3879, Santa Cruz Biotechnology, California, USA) were added to the lysate, followed by overnight incubation at 4 °C. The next day, 60 μl of protein A agarose was added to the lysate followed by incubation at 4 °C for 4 h. The agarose complexes containing antibodies, target proteins, and RNA were washed for 5 min at 4 °C, which was repeated 3 times. Protein-bound RNA was then extracted using RNAiso Plus and the Direct-zol RNA MicroPrep kit. RIP–qPCR was performed according to the above RT–qPCR protocol.

### Statistical analysis

GraphPad Prism software (version 9.0.0) was used for the statistical analyses, and the values and error bars shown represent the mean ± SEM. Significant differences between the two groups were analysed using Student’s *t* test. Statistical significance was considered as follows: detailed *P* value *P* ≥ 0.05; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

## Supplementary Information

**Additional file 1: Fig. S1.** The expression pattern of SRSF1 in ovarian development and ageing. a The expression of* Srsf1 *during ovarian development and ageing. Real-time qPCR data were normalized to *Gapdh*. b Western blotting of SRSF1 expression in 17.5 dpc Ctrl and cKO ovaries. c The relative protein expression level of SRSF1 is shown in ovarian development and ageing. ACTB served as a loading control. The value in 12 M ovaries was set as 1.0. d Immunostaining was performed using VASA and SRSF1 antibodies from NB, 6 W, and 10 M ovaries. DNA was stained with DAPI. Scale bar, 10 μm. NB, newborn; W, week; M, month.

**Additional file 2: Table 1. **Differential genes were analysed in this study.

**Additional file 3: Table 2.** AS events were analysed in cKO and Ctrl ovaries.

**Additional file 4: Fig. S2.** SRSF1 regulates the stability of *Msh5* and *Six6os1*. a, b Western blotting of MSH5 and SIX6OS1 expression in 17.5 dpc Ctrl and cKO ovaries. GAPDH (a) or ACTB (b) served as a loading control. c The expression of* Msh5 *in 16.5 dpc cKO ovaries after ActD treatment at different times. *n*=4.

**Additional file 5: Fig. S3. **Various genes were visually analysed using IGV.

**Additional file 6: Table 3.** Primer sequences were used in this study.

**Additional file 7: Table 4.** Antibodies were used in this study.

**Additional file 8.** Uncropped gels/blots.

**Additional file 9.** Individual data values.

## Data Availability

All data generated or analysed during this study are included in this published article, its supplementary information files and publicly available repositories. The uncropped gels/blots are provided in Additional file 8. The individual data values for Figs. 2, 3, 4, 5, 6, and 7, as well as Additional file 1: Fig. S1 and Additional file 4: Fig. S2, are provided in Additional file 9. The RNA-seq data were deposited in GEO (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE198205.

## Abbreviations

AS: Alternative splicing
SRSF1/SF2/ASF: Serine/arginine-rich splicing factor 1
cKO: Conditional knockout
POI: Primary ovarian insufficiency
LHX8: LIM homeobox protein 8
NOBOX: Newborn ovary homeobox protein
SOHLH: Spermatogenesis- and oogenesis-specific basic helix-loop-helix-containing protein
FIGLA: Factor in the germline alpha
JAG1: Protein jagged-1
RAC1: Ras-related C3 botulinum toxin substrate 1
STRA8: Stimulated by retinoic acid gene 8 protein
COs: DNA crossovers
DSB: SPO11-linked DNA double-strand break
NGS: Next-generation sequencing
SC: Synaptonemal complex
STAG3: Stromal antigen 3
SMC: Structural maintenance of chromosomes
SYCE: Synaptonemal complex central element
C14ORF39/SIX6OS1: Six6 opposite strand transcript 1 homologue
TEX12: Testis-expressed protein 12
MEIOB: Meiosis-specific with OB domain-containing protein
MCM: Mini-chromosome maintenance
MSH: MutS protein homologue
SYCP: Synaptonemal complex protein
dpc: Days post-coitus
dpp: Days post-partum
RT: Reverse transcription
qPCR: Quantitative real-time PCR
GM130: 130 KDa cis-Golgi matrix protein
Ctrl: Control
GO: Gene Ontology
TDRD9: Tudor domain-containing protein 9
PLK1: Polo-like kinase 1
HORMAD2: HORMA domain-containing protein 2
MSY2: Germ cell-specific Y-box-binding protein
MLH1: MutL homologue 1
HR: Homologous recombination
γH2AX: Phosphorylated histone H2AX
RPA: Replication protein A
FDR: False discovery rate calculated from the *P* value
SEs: Skipped exons
A5SSs: Alternative 5′ splice sites
A3SSs: Alternative 3′ splice sites
MXEs: Mutually exclusive exons
RIs: Retained introns
IGV: Integrative Genomics Viewer
RIP: RNA immunoprecipitation
SPIDR: Scaffolding protein involved in DNA repair
IRF7: Interferon regulatory factor 7
IL27RA: Interleukin-27 receptor subunit alpha
MYO1B: Myosin IB
ICR: Institute of Cancer Research
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
ActD: Actinomycin D

# Supplementary material for: SRSF1 regulates primordial follicle formation and number determination during meiotic prophase I
**Source:** BMC Biol. 2023 Mar 8;21:49. doi: 10.1186/s12915-023-01549-7
**Supplement:** Supplementary file 2 — Additional file 2: Table 1. Differential genes were analysed in this study.

**Additional file 2: Table 1. 

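Table 1 lists 1271 genes, 705 with a log2 fold change above 0 and 566 with one below 0, with 6 normalized values each and the p and adjusted p that the authors obtained from DESeq2. In all 1271 genes, the 6 normalized values equal the whole reads recovered from the deposited FPKM values divided by a size factor per library, to within 0.1% of the value and 0.01 of a read. The adjusted p in the paper's table is below 0.05 for 52 genes, 32 higher and 20 lower in cKO. Of the 1271 genes, 999 had a mean FPKM of at least 0.5 and entered the limma fit, and 272 did not. All 999 had the same direction in that fit as in the table, which comes from the same libraries, and 510 of them passed an unadjusted p below 0.05. Of the paper's 52 genes, 44 were tested in limma and 43 passed the unadjusted limit.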

Differential genes are analyzed in this study.**

---

# Supplementary material for: SRSF1 regulates primordial follicle formation and number determination during meiotic prophase I
**Source:** BMC Biol. 2023 Mar 8;21:49. doi: 10.1186/s12915-023-01549-7
**Supplement:** Supplementary file 3 — Additional file 3: Table 2. AS events were analysed in cKO and Ctrl ovaries.

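Table 2 gives for each splicing event the gene, the type of event, the p and false discovery rate from rMATS and the inclusion level in each library of both groups. The inclusion level is the share of transcripts that contain the alternative exon or intron, or the longer form of an exon at an alternative splice site, or a given one of a pair of mutually exclusive exons. It is estimated from the reads of both forms and corrected for the length of each form. The paper's 191 events lie in 171 genes, and they are 141 skipped exons, 15 retained introns, 15 mutually exclusive exons, 10 alternative 5′ splice sites and 10 alternative 3′ splice sites. The FPKM values sum the reads of all forms of a gene, so they give expression and not inclusion. Of the 171 genes, 169 had enough reads to be tested for expression, and 16 of them, or 9.5%, passed an unadjusted p below 0.05 in limma. In absolute value, the median log2 fold change of the 169 genes was 0.15. *Msh5* (chromosome 17, 35028605 to 35046745) had an FPKM of 7.17 ± 3.34 (SD, n = 3) in Ctrl and 13.7 ± 7.37 in cKO ovaries. *Six6os1*, listed as *4930447C04Rik* (chromosome 12, 72881109 to 72940774), had 48.1 ± 30.6 in Ctrl and 66.0 ± 38.3 in cKO. Neither gene passed the unadjusted limit in limma, with an unadjusted p of 0.13 for *Msh5* and 0.548 for *Six6os1* (adjusted p = 0.978 and 0.986). The paper's Table 1 lists *Msh5* as higher in cKO, with a log2 fold change of 0.94 and an unadjusted p of 0.0176 from DESeq2. Without cKO 2, *Msh5* passed the unadjusted limit (log2 fold change 1.22).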

**Additional file 3: Table 2. Alternative splicing events were analyzed in cKO and Ctrl ovaries.**

| GeneID             | geneSymbol       | chr | type | IncFormLen | SkipFormLen | PValue     | FDR      | IncLevel1         | IncLevel2         | IncLevelDifference |
|--------------------|------------------|-----|------|------------|-------------|------------|----------|-------------------|-------------------|--------------------|
| ENSMUSG00000049580 | <i>Tsku</i>      | 7   | SE   | 289        | 149         | 0.00012249 | 0.026162 | 1.0,0.607,1.0     | 0.673,0.0,0.34    | 0.531              |
| ENSMUSG00000048647 | <i>Exdl</i>      | 2   | SE   | 2.43E+02   | 149         | 0.00000962 | 0.003352 | 0.0,1.0,0.0       | 1.0,0.88,1.0      | -0.627             |
| ENSMUSG00000029470 | <i>P2rx4</i>     | 5   | SE   | 230        | 149         | 0.00020746 | 0.03837  | 0.841,0.802,0.83  | 1.0,1.0,0.913     | -0.147             |
| ENSMUSG00000022685 | <i>Parn</i>      | 16  | SE   | 215        | 149         | 0.00029179 | 0.048332 | 0.8,0.812,0.914   | 1.0,1.0,0.945     | -0.14              |
| ENSMUSG00000036151 | <i>Tm6sf2</i>    | 8   | SE   | 253        | 149         | 0.000033   | 0.009081 | 0.469,0.884,0.485 | 1.0,1.0,1.0       | -0.387             |
| ENSMUSG00000073968 | <i>Trim68</i>    | 7   | SE   | 172        | 149         | 0.0000317  | 0.008818 | 1.0,0.95,1.0      | 0.257,0.65,0.786  | 0.419              |
| ENSMUSG00000041536 | <i>Serpina3a</i> | 12  | SE   | 8.09E+02   | 149         | 0.0000136  | 0.004193 | 0.968,0.145,1.0   | 0.123,0.075,0.0   | 0.638              |
| ENSMUSG00000037605 | <i>Adgrl3</i>    | 5   | SE   | 353        | 149         | 0.00010204 | 0.023832 | 1.0,1.0,1.0       | 1.0,0.709,0.601   | 0.23               |
| ENSMUSG00000063889 | <i>Crem</i>      | 18  | SE   | 338        | 149         | 0.0000218  | 0.006215 | 0.665,0.428,0.829 | 0.841,1.0,1.0     | -0.306             |
| ENSMUSG00000018347 | <i>Zkscan6</i>   | 11  | SE   | 249        | 149         | 0.000042   | 0.011153 | 0.0,1.0,0.0       | 1.0,1.0,1.0       | -0.667             |
| ENSMUSG00000022305 | <i>Lrp12</i>     | 15  | SE   | 206        | 149         | 0.00000993 | 0.003382 | 0.925,1.0,1.0     | 0.52,0.897,0.542  | 0.322              |
| ENSMUSG00000035126 | <i>Wdr78</i>     | 4   | SE   | 3.01E+02   | 149         | 0.00000364 | 0.001575 | 0.856,1.0,1.0     | 0.11,0.476,0.731  | 0.513              |
| ENSMUSG00000025812 | <i>Pard3</i>     | 8   | SE   | 194        | 149         | 0.00015574 | 0.030824 | 0.339,0.277,0.0   | 0.434,0.434,1.0   | -0.417             |
| ENSMUSG00000029128 | <i>Rab28</i>     | 5   | SE   | 244        | 149         | 4.53E-08   | 7.05E-05 | 0.244,0.152,0.258 | 0.042,0.028,0.091 | 0.164              |
| ENSMUSG00000011831 | <i>Evi5</i>      | 5   | SE   | 296        | 149         | 0.0000212  | 0.006123 | 0.735,0.935,0.491 | 0.934,1.0,1.0     | -0.258             |
| ENSMUSG00000057766 | <i>Ankrd29</i>   | 18  | SE   | 248        | 149         | 4.71E-09   | 8.46E-06 | 0.231,0.546,0.419 | 0.9,1.0,1.0       | -0.568             |
| ENSMUSG00000034035 | <i>Ccdc17</i>    | 4   | SE   | 2.60E+02   | 149         | 0.00021239 | 0.038452 | 0.696,1.0,1.0     | 0.247,0.741,0.632 | 0.359              |
| ENSMUSG00000046311 | <i>Zfp62</i>     | 11  | SE   | 278        | 149         | 0.00020471 | 0.03837  | 0.255,0.172,0.251 | 0.085,0.051,0.065 | 0.159              |

|                    |                 |    |    |          |     |            |          |                   |                   |        |
|--------------------|-----------------|----|----|----------|-----|------------|----------|-------------------|-------------------|--------|
| ENSMUSG00000040003 | <i>Magi2</i>    | 5  | SE | 191      | 149 | 8.26E-07   | 0.000553 | 0.438,0.163,0.0   | 0.701,1.0,1.0     | -0.7   |
| ENSMUSG00000034354 | <i>Mtmr3</i>    | 11 | SE | 260      | 149 | 4.13E-10   | 9.64E-07 | 0.4,0.31,0.305    | 0.632,0.601,0.762 | -0.327 |
| ENSMUSG00000090841 | <i>Myl6</i>     | 10 | SE | 256      | 149 | 0.00025274 | 0.043725 | 0.259,0.162,0.0   | 0.671,1.0,0.466   | -0.572 |
| ENSMUSG00000028256 | <i>Odf2l</i>    | 3  | SE | 3.08E+02 | 149 | 0.00016681 | 0.032739 | 0.064,0.2,0.163   | 0.053,0.008,0.02  | 0.115  |
| ENSMUSG00000071562 | <i>Stfa1</i>    | 16 | SE | 344      | 149 | 6.14E-07   | 0.000463 | 1.0,1.0,1.0       | 0.657,0.818,0.722 | 0.268  |
| ENSMUSG00000024381 | <i>Bin1</i>     | 18 | SE | 278      | 149 | 0.000029   | 0.00815  | 0.258,0.258,0.211 | 0.624,0.428,0.527 | -0.284 |
| ENSMUSG00000024381 | <i>Bin1</i>     | 18 | SE | 278      | 149 | 0.0000381  | 0.010215 | 0.088,0.118,0.203 | 0.315,0.331,0.325 | -0.187 |
| ENSMUSG00000035439 | <i>Haus8</i>    | 8  | SE | 215      | 149 | 1.06E-07   | 0.000142 | 0.47,0.72,0.687   | 0.964,0.883,0.91  | -0.293 |
| ENSMUSG00000029775 | <i>Klhdc10</i>  | 6  | SE | 2.36E+02 | 149 | 0.00000642 | 0.002458 | 0.219,0.075,0.117 | 1.0,0.267,0.919   | -0.592 |
| ENSMUSG00000028759 | <i>Hp1bp3</i>   | 4  | SE | 347      | 149 | 5.12E-09   | 8.55E-06 | 0.859,0.995,0.969 | 0.771,0.741,0.732 | 0.193  |
| ENSMUSG00000026991 | <i>Pkp4</i>     | 2  | SE | 278      | 149 | 0.00000234 | 0.001164 | 0.292,0.373,0.356 | 0.566,0.665,0.767 | -0.326 |
| ENSMUSG00000000673 | <i>Haa0</i>     | 17 | SE | 295      | 149 | 0.00000486 | 0.001993 | 0.288,0.562,0.144 | 0.716,1.0,1.0     | -0.574 |
| ENSMUSG00000035325 | <i>Sec31a</i>   | 5  | SE | 188      | 149 | 0.0000832  | 0.020649 | 0.959,0.978,1.0   | 0.877,0.798,0.786 | 0.159  |
| ENSMUSG00000055436 | <i>Srsf11</i>   | 3  | SE | 2.58E+02 | 149 | 1.55E-07   | 0.00019  | 1.0,1.0,0.852     | 0.719,0.366,0.188 | 0.526  |
| ENSMUSG00000039662 | <i>Icmt</i>     | 4  | SE | 258      | 149 | 0.00014066 | 0.028566 | 0.064,0.0,0.016   | 0.208,0.161,0.224 | -0.171 |
| ENSMUSG00000025237 | <i>Parp6</i>    | 9  | SE | 219      | 149 | 0.000084   | 0.020649 | 0.026,0.0,0.02    | 0.226,0.19,0.099  | -0.156 |
| ENSMUSG00000030451 | <i>Herc2</i>    | 7  | SE | 257      | 149 | 0.00007    | 0.017961 | 0.722,0.68,0.67   | 1.0,0.813,0.923   | -0.221 |
| ENSMUSG00000029456 | <i>Acad10</i>   | 5  | SE | 298      | 149 | 4.51E-07   | 0.000352 | 0.933,1.0,1.0     | 0.778,0.625,0.533 | 0.332  |
| ENSMUSG00000032178 | <i>Ilf3</i>     | 9  | SE | 1.88E+02 | 149 | 9.72E-10   | 2.06E-06 | 1.0,1.0,1.0       | 0.671,0.704,0.74  | 0.295  |
| ENSMUSG00000061306 | <i>Slc38a10</i> | 11 | SE | 267      | 149 | 6.34E-08   | 9.25E-05 | 0.751,0.817,0.668 | 0.99,0.98,0.887   | -0.207 |

|                    |                |    |    |          |     |            |          |                   |                   |        |
|--------------------|----------------|----|----|----------|-----|------------|----------|-------------------|-------------------|--------|
| ENSMUSG00000066842 | <i>Hmcn1</i>   | 1  | SE | 500      | 149 | 0.0000879  | 0.021373 | 0.145,0.266,0.1   | 0.296,0.361,0.346 | -0.164 |
| ENSMUSG00000028328 | <i>Tmod1</i>   | 4  | SE | 306      | 149 | 0.00012174 | 0.026162 | 1.0,1.0,0.898     | 0.892,0.705,0.678 | 0.208  |
| ENSMUSG00000023044 | <i>Csad</i>    | 15 | SE | 239      | 149 | 0.0000791  | 0.020072 | 1.0,1.0,1.0       | 1.0,0.757,0.63    | 0.204  |
| ENSMUSG00000023044 | <i>Csad</i>    | 15 | SE | 2.01E+02 | 149 | 0.00014332 | 0.028855 | 1.0,1.0,1.0       | 1.0,0.617,0.58    | 0.268  |
| ENSMUSG00000070371 | <i>Prss36</i>  | 7  | SE | 291      | 149 | 0.00000418 | 0.001776 | 0.719,0.869,0.738 | 0.339,0.369,0.146 | 0.491  |
| ENSMUSG00000064061 | <i>Dzip3</i>   | 16 | SE | 767      | 149 | 0.000012   | 0.003853 | 0.383,0.504,0.457 | 0.604,0.718,0.757 | -0.245 |
| ENSMUSG00000048731 | <i>Ggnbp1</i>  | 17 | SE | 239      | 149 | 0.00010583 | 0.024232 | 1.0,0.93,1.0      | 0.681,0.799,0.862 | 0.196  |
| ENSMUSG00000062115 | <i>Rail</i>    | 11 | SE | 279      | 149 | 0.0000135  | 0.004193 | 1.0,1.0,0.762     | 0.428,0.722,0.673 | 0.313  |
| ENSMUSG00000021000 | <i>Mia2</i>    | 12 | SE | 1.76E+02 | 149 | 0.00000336 | 0.001508 | 0.025,0.0,0.0     | 0.127,0.229,0.188 | -0.173 |
| ENSMUSG00000004267 | <i>Eno2</i>    | 6  | SE | 283      | 149 | 0.00010396 | 0.024039 | 0.441,0.612,0.26  | 1.0,1.0,0.798     | -0.495 |
| ENSMUSG00000052407 | <i>Ccdc171</i> | 4  | SE | 288      | 149 | 0.00010937 | 0.024799 | 1.0,1.0,1.0       | 0.608,0.564,0.627 | 0.4    |
| ENSMUSG00000043987 | <i>Cep164</i>  | 9  | SE | 296      | 149 | 0.00000671 | 0.002501 | 0.834,1.0,1.0     | 0.573,0.701,0.724 | 0.279  |
| ENSMUSG00000042772 | <i>Smg7</i>    | 1  | SE | 299      | 149 | 0.00021718 | 0.038872 | 0.088,0.065,0.163 | 0.185,0.327,0.444 | -0.213 |
| ENSMUSG00000028649 | <i>Macf1</i>   | 4  | SE | 2.51E+02 | 149 | 7.05E-07   | 0.000499 | 0.275,0.085,0.283 | 0.05,0.017,0.049  | 0.176  |
| ENSMUSG00000036860 | <i>Mrpl55</i>  | 11 | SE | 230      | 149 | 0.00015238 | 0.030417 | 0.769,0.826,0.764 | 0.942,1.0,1.0     | -0.194 |
| ENSMUSG00000025728 | <i>Pigq</i>    | 17 | SE | 261      | 149 | 7.02E-07   | 0.000499 | 0.718,0.851,0.605 | 0.975,0.946,0.984 | -0.244 |
| ENSMUSG00000025728 | <i>Pigq</i>    | 17 | SE | 361      | 149 | 0.00000139 | 0.000758 | 0.715,0.83,0.575  | 0.967,0.933,0.981 | -0.254 |
| ENSMUSG00000025728 | <i>Pigq</i>    | 17 | SE | 303      | 149 | 3.33E-07   | 0.000332 | 0.349,0.39,0.135  | 0.879,0.653,0.887 | -0.515 |
| ENSMUSG00000025728 | <i>Pigq</i>    | 17 | SE | 7.07E+02 | 149 | 0.00000117 | 0.000665 | 0.741,0.689,0.654 | 0.945,0.883,0.974 | -0.239 |
| ENSMUSG00000032182 | <i>Yipf2</i>   | 9  | SE | 210      | 149 | 0.00000089 | 0.000577 | 0.771,0.73,0.707  | 0.902,1.0,1.0     | -0.231 |

|                    |                      |    |    |          |     |            |          |                   |                   |        |
|--------------------|----------------------|----|----|----------|-----|------------|----------|-------------------|-------------------|--------|
| ENSMUSG00000031392 | <i>Irak1</i>         | X  | SE | 266      | 149 | 4.04E-10   | 9.64E-07 | 1.0,1.0,1.0       | 0.528,0.528,0.296 | 0.549  |
| ENSMUSG00000027263 | <i>Tubgcp4</i>       | 2  | SE | 274      | 149 | 0.00011796 | 0.026162 | 0.768,0.605,0.826 | 1.0,1.0,0.839     | -0.213 |
| ENSMUSG00000036196 | <i>Slc26a8</i>       | 17 | SE | 345      | 149 | 0.00021804 | 0.038872 | 1.0,1.0,1.0       | 1.0,0.665,0.647   | 0.229  |
| ENSMUSG00000005225 | <i>Plekha8</i>       | 6  | SE | 3.05E+02 | 149 | 1.81E-07   | 0.000211 | 0.781,0.796,0.729 | 1.0,1.0,1.0       | -0.231 |
| ENSMUSG00000019841 | <i>Rev3l</i>         | 10 | SE | 276      | 149 | 0.0000369  | 0.010012 | 0.33,0.21,0.365   | 0.018,0.143,0.197 | 0.182  |
| ENSMUSG00000020513 | <i>Tubd1</i>         | 11 | SE | 242      | 149 | 0.00025077 | 0.043725 | 0.025,0.0,0.055   | 0.381,0.159,0.133 | -0.198 |
| ENSMUSG00000056458 | <i>Mok</i>           | 12 | SE | 323      | 149 | 0.00000182 | 0.000946 | 0.958,0.806,1.0   | 0.495,0.217,0.609 | 0.481  |
| ENSMUSG00000006673 | <i>Qrich1</i>        | 9  | SE | 209      | 149 | 0.0001981  | 0.037688 | 1.0,1.0,0.829     | 0.72,0.588,0.695  | 0.275  |
| ENSMUSG00000021832 | <i>Psmc6</i>         | 14 | SE | 3.05E+02 | 149 | 6.66E-16   | 7.78E-12 | 0.328,0.0,0.163   | 1.0,1.0,1.0       | -0.836 |
| ENSMUSG00000039361 | <i>Picalm</i>        | 7  | SE | 299      | 149 | 0.0000922  | 0.021965 | 0.164,0.253,0.313 | 0.542,0.419,0.384 | -0.205 |
| ENSMUSG00000027680 | <i>Fxr1</i>          | 3  | SE | 230      | 149 | 0.0000921  | 0.021965 | 0.179,0.116,0.165 | 0.011,0.035,0.081 | 0.111  |
| ENSMUSG00000003435 | <i>Supt5</i>         | 7  | SE | 161      | 149 | 0.00000115 | 0.000665 | 0.0,0.0,0.108     | 0.467,0.195,0.229 | -0.261 |
| ENSMUSG00000053390 | <i>Zfp952</i>        | 17 | SE | 259      | 149 | 0.00020865 | 0.03837  | 0.418,0.379,0.535 | 0.076,0.161,0.079 | 0.339  |
| ENSMUSG00000006527 | <i>Sfnbt1</i>        | 14 | SE | 2.41E+02 | 149 | 0.000015   | 0.004493 | 0.883,0.812,1.0   | 0.464,0.284,0.684 | 0.421  |
| ENSMUSG00000027605 | <i>Acss2</i>         | 2  | SE | 188      | 149 | 4.53E-07   | 0.000352 | 0.32,0.186,0.268  | 0.105,0.097,0.029 | 0.181  |
| ENSMUSG00000097080 | <i>1700086O06Rik</i> | 18 | SE | 328      | 149 | 1.99E-14   | 1.32E-10 | 0.45,0.132,0.312  | 1.0,1.0,1.0       | -0.702 |
| ENSMUSG00000097080 | <i>1700086O06Rik</i> | 18 | SE | 264      | 149 | 0          | 0        | 0.0,0.22,0.0      | 1.0,1.0,1.0       | -0.927 |
| ENSMUSG00000028689 | <i>Ccdc163</i>       | 4  | SE | 183      | 149 | 0.0000064  | 0.002458 | 1.0,1.0,1.0       | 0.808,0.765,0.62  | 0.269  |
| ENSMUSG00000051285 | <i>Pcmd1</i>         | 1  | SE | 3.41E+02 | 149 | 0.0000117  | 0.003781 | 0.29,0.274,0.106  | 0.052,0.0,0.051   | 0.189  |
| ENSMUSG00000022791 | <i>Tnk2</i>          | 16 | SE | 245      | 149 | 0.00000104 | 0.000622 | 1.0,1.0,0.966     | 0.924,0.856,0.76  | 0.142  |

|                     |                 |    |    |          |     |            |          |                   |                   |        |
|---------------------|-----------------|----|----|----------|-----|------------|----------|-------------------|-------------------|--------|
| ENSMUSG00000031948  | <i>Kars</i>     | 8  | SE | 207      | 149 | 0.00025101 | 0.043725 | 0.0,0.057,0.0     | 0.216,0.141,0.11  | -0.137 |
| ENSMUSG00000033486  | <i>Catsper2</i> | 2  | SE | 249      | 149 | 0.00013721 | 0.028111 | 1.0,0.807,0.952   | 0.705,0.677,0.732 | 0.215  |
| ENSMUSG00000074247  | <i>Dda1</i>     | 8  | SE | 201      | 149 | 0.00012434 | 0.026162 | 0.969,0.966,1.0   | 0.862,0.828,0.869 | 0.125  |
| ENSMUSG00000023286  | <i>Ube2j2</i>   | 4  | SE | 3.12E+02 | 149 | 0.00000813 | 0.00292  | 0.284,0.362,0.398 | 1.0,0.642,0.607   | -0.402 |
| ENSMUSG00000016200  | <i>Syt14</i>    | 1  | SE | 1541     | 149 | 8.29E-07   | 0.000553 | 0.583,0.441,0.768 | 0.088,0.244,0.132 | 0.443  |
| ENSMUSG00000010592  | <i>Dazl</i>     | 17 | SE | 200      | 149 | 2.26E-14   | 1.32E-10 | 0.784,0.845,0.814 | 0.965,0.974,0.973 | -0.156 |
| ENSMUSG00000085601  | <i>Gm4969</i>   | 7  | SE | 256      | 149 | 0.0000108  | 0.003543 | 0.957,0.954,0.936 | 0.862,0.73,0.835  | 0.14   |
| ENSMUSG000000109032 | <i>Gm7972</i>   | 9  | SE | 325      | 149 | 0.00011942 | 0.026162 | 0.88,0.93,0.818   | 1.0,0.981,1.0     | -0.118 |
| ENSMUSG000000109032 | <i>Gm7972</i>   | 9  | SE | 2.34E+02 | 149 | 0.00000355 | 0.001563 | 0.641,0.858,0.609 | 1.0,0.905,1.0     | -0.266 |
| ENSMUSG000000109032 | <i>Gm7972</i>   | 9  | SE | 234      | 149 | 0.00000036 | 0.000336 | 0.734,0.723,0.736 | 0.448,0.427,0.411 | 0.302  |
| ENSMUSG00000033287  | <i>Kctd17</i>   | 15 | SE | 237      | 149 | 0.00000011 | 0.000142 | 0.112,0.218,0.284 | 0.0,0.0,0.0       | 0.205  |
| ENSMUSG00000017718  | <i>Afmid</i>    | 11 | SE | 240      | 149 | 0.00012266 | 0.026162 | 1.0,1.0,1.0       | 0.713,0.7,0.0     | 0.529  |
| ENSMUSG00000020461  | <i>Clhc1</i>    | 11 | SE | 256      | 149 | 9.72E-07   | 0.000598 | 0.461,1.0,0.951   | 0.0,0.0,0.368     | 0.681  |
| ENSMUSG00000040097  | <i>Flywch1</i>  | 17 | SE | 2.47E+02 | 149 | 0.00019849 | 0.037688 | 0.424,0.63,1.0    | 0.194,0.105,0.245 | 0.503  |
| ENSMUSG00000027198  | <i>Ext2</i>     | 2  | SE | 221      | 149 | 0.00011354 | 0.025498 | 0.447,0.574,0.752 | 1.0,1.0,0.752     | -0.326 |
| ENSMUSG00000064326  | <i>Siva1</i>    | 12 | SE | 344      | 149 | 0.00000999 | 0.003382 | 0.829,0.868,0.791 | 0.925,0.938,0.957 | -0.111 |
| ENSMUSG00000000915  | <i>Hip1r</i>    | 5  | SE | 248      | 149 | 0.00017206 | 0.033486 | 0.445,0.678,0.546 | 1.0,0.546,1.0     | -0.292 |
| ENSMUSG00000074219  | <i>Gm10644</i>  | 8  | SE | 257      | 149 | 0.0000561  | 0.014546 | 0.777,1.0,1.0     | 0.367,0.465,0.367 | 0.526  |
| ENSMUSG00000023927  | <i>Satb1</i>    | 17 | SE | 2.45E+02 | 149 | 0.00000515 | 0.002037 | 0.0,0.0,0.08      | 1.0,1.0,0.255     | -0.725 |
| ENSMUSG00000031808  | <i>Slc27a1</i>  | 8  | SE | 240      | 149 | 0.00000335 | 0.001508 | 0.0,0.0,0.16      | 0.498,0.461,0.262 | -0.354 |

|                    |                      |    |    |          |     |            |          |                   |                   |        |
|--------------------|----------------------|----|----|----------|-----|------------|----------|-------------------|-------------------|--------|
| ENSMUSG00000037818 | <i>Abhd18</i>        | 3  | SE | 201      | 149 | 0.0000133  | 0.004193 | 0.503,0.076,0.4   | 0.0,0.0,0.096     | 0.294  |
| ENSMUSG00000022789 | <i>Dnm1l</i>         | 16 | SE | 227      | 149 | 4.42E-07   | 0.000352 | 0.198,0.332,0.247 | 0.644,0.524,0.557 | -0.316 |
| ENSMUSG00000014592 | <i>Camta1</i>        | 4  | SE | 170      | 149 | 0.0000148  | 0.004493 | 0.063,0.0,0.0     | 0.763,0.539,0.127 | -0.455 |
| ENSMUSG00000027806 | <i>Tsc22d2</i>       | 3  | SE | 3.08E+02 | 149 | 0.00026261 | 0.044769 | 0.0,1.0,0.0       | 0.53,1.0,1.0      | -0.51  |
| ENSMUSG00000031004 | <i>Mki67</i>         | 7  | SE | 275      | 149 | 9.1E-11    | 3.04E-07 | 0.921,1.0,1.0     | 0.659,0.52,0.575  | 0.389  |
| ENSMUSG00000031004 | <i>Mki67</i>         | 7  | SE | 1109     | 149 | 3.52E-09   | 6.85E-06 | 0.962,1.0,1.0     | 0.72,0.749,0.747  | 0.249  |
| ENSMUSG00000039531 | <i>Zup1</i>          | 10 | SE | 284      | 149 | 4.03E-07   | 0.000349 | 0.636,0.63,0.638  | 0.197,0.344,0.112 | 0.417  |
| ENSMUSG00000051592 | <i>Ccnb3</i>         | X  | SE | 305      | 149 | 0.00000291 | 0.001361 | 1.0,1.0,0.898     | 0.746,0.612,0.71  | 0.277  |
| ENSMUSG00000051592 | <i>Ccnb3</i>         | X  | SE | 1.90E+02 | 149 | 0.0002069  | 0.03837  | 0.758,1.0,1.0     | 1.0,0.381,0.641   | 0.245  |
| ENSMUSG00000030041 | <i>Mlap</i>          | 6  | SE | 290      | 149 | 0.00000209 | 0.001063 | 0.731,0.73,0.795  | 0.85,0.862,0.968  | -0.141 |
| ENSMUSG00000025372 | <i>Baiap2</i>        | 11 | SE | 197      | 149 | 0.00000122 | 0.000678 | 0.327,0.204,0.385 | 0.0,0.076,0.064   | 0.259  |
| ENSMUSG00000055447 | <i>Cd47</i>          | 16 | SE | 212      | 149 | 0.00000504 | 0.002028 | 0.115,0.142,0.123 | 0.274,0.35,0.5    | -0.248 |
| ENSMUSG00000007411 | <i>Mark3</i>         | 12 | SE | 194      | 149 | 0.0002235  | 0.039545 | 0.86,0.75,0.876   | 0.469,0.647,0.628 | 0.247  |
| ENSMUSG00000032582 | <i>Rbm6</i>          | 9  | SE | 2.56E+02 | 149 | 0.00000675 | 0.002501 | 0.44,0.196,0.636  | 0.0,0.0,0.115     | 0.386  |
| ENSMUSG00000059939 | <i>9430015G10Rik</i> | 4  | SE | 245      | 149 | 0.00000168 | 0.000891 | 0.633,0.796,0.753 | 1.0,1.0,0.935     | -0.251 |
| ENSMUSG00000094152 | <i>Slc6a16</i>       | 7  | SE | 391      | 149 | 2.74E-07   | 0.000291 | 0.807,1.0,1.0     | 0.0,0.276,0.433   | 0.699  |
| ENSMUSG00000030323 | <i>Ift122</i>        | 6  | SE | 326      | 149 | 0.00000242 | 0.001178 | 0.014,0.037,0.0   | 0.291,0.109,0.171 | -0.173 |
| ENSMUSG00000038145 | <i>Snrk</i>          | 9  | SE | 199      | 149 | 0.0002774  | 0.046609 | 0.428,0.2,0.13    | 1.0,0.428,1.0     | -0.557 |
| ENSMUSG00000026987 | <i>Baz2b</i>         | 2  | SE | 3.38E+02 | 149 | 0.0000104  | 0.003471 | 0.907,1.0,1.0     | 0.869,0.569,0.332 | 0.379  |
| ENSMUSG00000009628 | <i>Tex15</i>         | 8  | SE | 254      | 149 | 9.7E-12    | 3.78E-08 | 0.0,0.0,0.0       | 1.0,1.0,0.524     | -0.841 |

|                    |                      |    |    |          |     |            |          |                   |                   |        |
|--------------------|----------------------|----|----|----------|-----|------------|----------|-------------------|-------------------|--------|
| ENSMUSG00000072964 | <i>Bhlhb9</i>        | X  | SE | 211      | 149 | 0.0000045  | 0.001877 | 1.0,1.0,0.809     | 0.0,0.261,0.653   | 0.632  |
| ENSMUSG00000027722 | <i>Spata5</i>        | 3  | SE | 186      | 149 | 6.62E-12   | 3.09E-08 | 0.24,0.348,0.385  | 0.14,0.079,0.091  | 0.221  |
| ENSMUSG00000046774 | <i>8030474K03Rik</i> | X  | SE | 204      | 149 | 0.0000443  | 0.011623 | 0.982,1.0,0.967   | 0.836,0.745,0.827 | 0.18   |
| ENSMUSG00000023088 | <i>Abcc1</i>         | 16 | SE | 3.42E+02 | 149 | 0.000016   | 0.004724 | 0.232,0.195,0.127 | 0.545,0.813,0.623 | -0.476 |
| ENSMUSG00000042515 | <i>Mum1l1</i>        | X  | SE | 217      | 149 | 0.0002104  | 0.03839  | 1.0,0.878,1.0     | 0.507,0.706,0.768 | 0.299  |
| ENSMUSG00000027523 | <i>Gnas</i>          | 2  | SE | 244      | 149 | 0.00012817 | 0.026654 | 0.0,1.0,1.0       | 0.0,1.0,0.0       | 0.333  |
| ENSMUSG00000032621 | <i>Srek1</i>         | 13 | SE | 273      | 149 | 0.00027468 | 0.046487 | 0.645,0.401,0.621 | 0.136,0.274,0.329 | 0.309  |
| ENSMUSG00000034940 | <i>Synrg</i>         | 11 | SE | 452      | 149 | 0.00012415 | 0.026162 | 1.0,1.0,1.0       | 0.676,0.761,0.737 | 0.275  |
| ENSMUSG00000021276 | <i>Cinp</i>          | 12 | SE | 2.99E+02 | 149 | 0.00012896 | 0.026654 | 0.0,0.199,1.0     | 1.0,0.499,1.0     | -0.433 |
| ENSMUSG00000014444 | <i>Piezo1</i>        | 8  | SE | 211      | 149 | 0.0000204  | 0.005955 | 0.927,0.886,0.85  | 0.493,0.55,0.526  | 0.365  |
| ENSMUSG00000020439 | <i>Smtn</i>          | 11 | SE | 200      | 149 | 0.0000816  | 0.020483 | 0.0,0.0,0.271     | 0.246,0.211,0.19  | -0.125 |
| ENSMUSG00000039585 | <i>Myo9a</i>         | 9  | SE | 206      | 149 | 9.63E-07   | 0.000598 | 0.375,0.367,0.116 | 0.566,1.0,0.943   | -0.55  |
| ENSMUSG00000023882 | <i>Zfp54</i>         | 17 | SE | 189      | 149 | 1.62E-10   | 4.74E-07 | 0.0,0.0,0.0       | 1.0,0.825,1.0     | -0.942 |
| ENSMUSG00000019791 | <i>Hint3</i>         | 10 | SE | 2.44E+02 | 149 | 0.00028716 | 0.047905 | 0.147,0.083,0.219 | 0.0,0.013,0.03    | 0.135  |
| ENSMUSG00000026074 | <i>Map4k4</i>        | 1  | SE | 311      | 149 | 0.00000706 | 0.002577 | 0.166,0.125,0.156 | 0.313,0.494,0.428 | -0.263 |
| ENSMUSG00000053333 | <i>Dis3l2</i>        | 1  | SE | 227      | 149 | 0.00000903 | 0.003195 | 0.522,0.451,1.0   | 0.0,0.0,0.0       | 0.658  |
| ENSMUSG00000036333 | <i>Kidins220</i>     | 12 | SE | 263      | 149 | 0.00018414 | 0.035542 | 0.831,0.633,0.737 | 0.503,0.489,0.492 | 0.239  |
| ENSMUSG00000028073 | <i>Pear1</i>         | 3  | SE | 283      | 149 | 0.00025681 | 0.044101 | 1.0,1.0,1.0       | 0.648,0.612,0.612 | 0.376  |
| ENSMUSG00000048440 | <i>Cyp4f16</i>       | 17 | SE | 2.94E+02 | 149 | 3.41E-07   | 0.000332 | 0.797,0.695,0.736 | 1.0,1.0,1.0       | -0.257 |
| ENSMUSG00000048440 | <i>Cyp4f16</i>       | 17 | SE | 203      | 149 | 3.88E-07   | 0.000348 | 0.72,0.68,0.786   | 1.0,1.0,1.0       | -0.271 |

|                     |                      |    |      |     |     |            |          |                   |                   |        |
|---------------------|----------------------|----|------|-----|-----|------------|----------|-------------------|-------------------|--------|
| ENSMUSG00000042787  | <i>Exog</i>          | 9  | SE   | 263 | 149 | 2.57E-07   | 0.000286 | 0.288,0.274,0.298 | 0.739,1.0,0.819   | -0.566 |
| ENSMUSG00000029635  | <i>Cdk8</i>          | 5  | SE   | 278 | 149 | 0.0000934  | 0.022036 | 0.882,0.855,0.771 | 0.673,0.514,0.619 | 0.234  |
| ENSMUSG00000009995  | <i>Taz</i>           | X  | SE   | 240 | 149 | 0.00000261 | 0.001243 | 0.027,0.0,0.055   | 0.156,0.145,0.284 | -0.168 |
| ENSMUSG000000085396 | <i>Firre</i>         | X  | A3SS | 208 | 149 | 3.07E-12   | 5.53E-09 | 0.968,1.0,1.0     | 0.448,0.662,0.518 | 0.447  |
| ENSMUSG000000019178 | <i>Styx11</i>        | 5  | A3SS | 152 | 149 | 1.81E-06   | 0.001305 | 0.898,1.0,1.0     | 0.797,0.729,0.512 | 0.287  |
| ENSMUSG000000026090 | <i>2010300C02Rik</i> | 1  | A3SS | 152 | 149 | 2.20E-05   | 0.008812 | 0.0,0.0,0.329     | 0.164,1.0,1.0     | -0.612 |
| ENSMUSG000000039637 | <i>Coro7</i>         | 16 | A3SS | 171 | 149 | 6.39E-07   | 0.000577 | 0.0,0.635,0.0     | 1.0,0.685,1.0     | -0.683 |
| ENSMUSG000000030774 | <i>Pak1</i>          | 7  | A3SS | 152 | 149 | 0.00011969 | 0.04322  | 0.495,1.0,1.0     | 0.376,0.404,0.949 | 0.255  |
| ENSMUSG000000010453 | <i>Kansl3</i>        | 1  | A3SS | 161 | 149 | 0          | 0        | 1.0,1.0,1.0       | 0.0,0.236,0.316   | 0.816  |
| ENSMUSG000000020131 | <i>Pcsk4</i>         | 10 | A3SS | 179 | 149 | 1.56E-05   | 0.00705  | 0.555,0.543,0.806 | 1.0,1.0,0.934     | -0.343 |
| ENSMUSG000000084128 | <i>Esrp2</i>         | 8  | A3SS | 152 | 149 | 3.97E-08   | 4.78E-05 | 1.0,1.0,1.0       | 0.246,0.574,0.0   | 0.727  |
| ENSMUSG000000112023 | <i>Lilr4b</i>        | 10 | A3SS | 646 | 149 | 3.49E-06   | 0.001799 | 0.187,0.0,0.316   | 0.698,1.0,1.0     | -0.732 |
| ENSMUSG000000110393 | <i>Gm36445</i>       | 13 | A3SS | 348 | 149 | 2.41E-06   | 0.001453 | 0.0,0.0,0.125     | 1.0,0.485,0.692   | -0.684 |
| ENSMUSG000000041459 | <i>Tardbp</i>        | 4  | A5SS | 158 | 149 | 6.46E-05   | 1.64E-02 | 0.663,0.705,0.361 | 0.9,0.845,1.0     | -0.339 |
| ENSMUSG000000023393 | <i>Slc17a9</i>       | 2  | A5SS | 219 | 149 | 1.00E-08   | 1.45E-05 | 1.0,0.803,1.0     | 0.576,0.0,0.0     | 0.742  |
| ENSMUSG000000026107 | <i>Nabp1</i>         | 1  | A5SS | 728 | 149 | 1.98E-04   | 0.040884 | 0.954,0.799,0.938 | 0.808,0.545,0.633 | 0.235  |
| ENSMUSG000000026107 | <i>Nabp1</i>         | 1  | A5SS | 625 | 149 | 7.13E-05   | 0.016375 | 0.966,0.849,0.952 | 0.84,0.578,0.682  | 0.222  |
| ENSMUSG000000038412 | <i>Higd1a</i>        | 9  | A5SS | 161 | 149 | 1.9692E-05 | 0.007822 | 0.066,0.481,0.799 | 1.0,1.0,1.0       | -0.551 |
| ENSMUSG000000007035 | <i>Msh5</i>          | 17 | A5SS | 184 | 149 | 2.2718E-05 | 0.007822 | 0.703,0.589,0.741 | 0.939,0.89,0.932  | -0.243 |
| ENSMUSG000000074247 | <i>Ddal</i>          | 8  | A5SS | 278 | 149 | 1.01E-05   | 0.0052   | 0.941,0.944,1.0   | 0.802,0.748,0.801 | 0.178  |

|                    |                      |    |      |          |     |            |          |                   |                   |        |
|--------------------|----------------------|----|------|----------|-----|------------|----------|-------------------|-------------------|--------|
| ENSMUSG00000085024 | <i>C230035I16Rik</i> | 13 | A5SS | 242      | 149 | 3.26E-07   | 2.24E-04 | 0.804,0.939,0.812 | 0.396,0.235,0.335 | 0.53   |
| ENSMUSG00000024293 | <i>Esco1</i>         | 18 | A5SS | 2079     | 149 | 3.93E-05   | 0.011603 | 0.722,0.875,0.89  | 0.93,1.0,1.0      | -0.148 |
| ENSMUSG00000015957 | <i>Wnt11</i>         | 7  | A5SS | 313      | 149 | 1.40E-08   | 1.45E-05 | 1.0,1.0,1.0       | 0.749,0.67,0.826  | 0.252  |
| ENSMUSG00000040434 | <i>Large2</i>        | 2  | MEX  | 254      | 262 | 5.28E-08   | 8.41E-05 | 0.0,0.0,0.079     | 0.549,0.256,0.307 | -0.344 |
| ENSMUSG00000038371 | <i>Sbf2</i>          | 7  | MEX  | 238      | 287 | 5.94E-05   | 0.01253  | 0.317,0.598,0.633 | 0.153,0.097,0.156 | 0.381  |
| ENSMUSG00000038766 | <i>Gabpb2</i>        | 3  | MEX  | 204      | 246 | 0.00017734 | 0.027428 | 0.099,0.376,0.0   | 0.668,0.437,0.311 | -0.314 |
| ENSMUSG00000024381 | <i>Bin1</i>          | 18 | MEX  | 278      | 221 | 5.65E-05   | 0.01253  | 0.09,0.143,0.169  | 0.43,0.266,0.34   | -0.211 |
| ENSMUSG00000001419 | <i>Mef2d</i>         | 3  | MEX  | 287      | 284 | 0.00011477 | 0.019019 | 0.915,0.733,0.84  | 0.965,1.0,0.967   | -0.148 |
| ENSMUSG00000025968 | <i>Ndufs1</i>        | 1  | MEX  | 257      | 226 | 5.04E-05   | 0.01253  | 0.582,0.549,0.687 | 0.417,0.418,0.371 | 0.204  |
| ENSMUSG00000021098 | <i>4930447C04Rik</i> | 12 | MEX  | 288      | 207 | 0.00011392 | 0.019019 | 0.399,0.439,0.369 | 0.556,0.53,0.532  | -0.137 |
| ENSMUSG00000024726 | <i>Carnmt1</i>       | 19 | MEX  | 328      | 263 | 6.86E-05   | 0.013256 | 0.394,0.902,0.8   | 0.15,0.271,0.231  | 0.481  |
| ENSMUSG00000020672 | <i>Sntg2</i>         | 12 | MEX  | 277      | 279 | 1.43E-05   | 0.004405 | 0.0,0.168,0.0     | 0.668,0.751,0.335 | -0.529 |
| ENSMUSG00000025964 | <i>Adam23</i>        | 1  | MEX  | 240      | 240 | 1.52E-05   | 0.004405 | 0.2,0.0,0.0       | 0.714,0.375,0.5   | -0.463 |
| ENSMUSG00000022789 | <i>Dnm1l</i>         | 16 | MEX  | 227      | 182 | 1.01E-05   | 0.003894 | 0.327,0.431,0.354 | 0.742,0.696,0.545 | -0.29  |
| ENSMUSG00000094724 | <i>Rnaset2b</i>      | 17 | MEX  | 202      | 207 | 9.07E-07   | 0.000526 | 0.924,0.612,1.0   | 0.328,0.307,0.543 | 0.453  |
| ENSMUSG00000030495 | <i>Slc7a10</i>       | 7  | MEX  | 246      | 299 | 7.25E-08   | 8.41E-05 | 0.0,0.342,0.288   | 0.829,1.0,1.0     | -0.733 |
| ENSMUSG00000030759 | <i>Far1</i>          | 7  | MEX  | 321      | 321 | 1.39E-06   | 0.000644 | 0.621,0.82,0.614  | 0.935,0.931,0.884 | -0.232 |
| ENSMUSG00000009995 | <i>Taz</i>           | X  | MEX  | 202      | 240 | 5.06E-07   | 0.000392 | 0.978,1.0,0.955   | 0.834,0.873,0.717 | 0.17   |
| ENSMUSG00000023393 | <i>Slc17a9</i>       | 2  | RI   | 574      | 149 | 0.00011125 | 0.033899 | 1.0,0.645,1.0     | 0.493,0.206,0.661 | 0.428  |
| ENSMUSG00000026107 | <i>Nabp1</i>         | 1  | RI   | 8.33E+02 | 149 | 0.00024484 | 0.049735 | 0.953,0.79,0.94   | 0.811,0.566,0.628 | 0.226  |

|                    |                 |    |    |          |     |            |          |                   |                   |        |
|--------------------|-----------------|----|----|----------|-----|------------|----------|-------------------|-------------------|--------|
| ENSMUSG00000035875 | <i>Al182371</i> | 2  | RI | 416      | 149 | 0.00011039 | 0.033899 | 0.038,0.0,0.021   | 0.741,0.589,0.152 | -0.474 |
| ENSMUSG00000025237 | <i>Parp6</i>    | 9  | RI | 793      | 149 | 3.3862E-14 | 1.03E-10 | 1.0,1.0,1.0       | 0.33,0.375,0.554  | 0.58   |
| ENSMUSG00000056962 | <i>Jmjd6</i>    | 11 | RI | 670      | 149 | 0.0001075  | 0.033899 | 0.97,1.0,0.912    | 0.788,0.552,0.88  | 0.221  |
| ENSMUSG00000000915 | <i>Hip1r</i>    | 5  | RI | 580      | 149 | 1.399E-05  | 0.007104 | 0.435,0.673,0.339 | 1.0,0.673,1.0     | -0.409 |
| ENSMUSG00000004266 | <i>Ptpn6</i>    | 6  | RI | 3.20E+02 | 149 | 0.0002319  | 0.049735 | 0.344,0.449,0.651 | 0.055,0.162,0.032 | 0.398  |
| ENSMUSG00000020692 | <i>Nle1</i>     | 11 | RI | 1105     | 149 | 2.5509E-05 | 0.011104 | 0.702,0.859,0.69  | 0.288,0.327,0.283 | 0.451  |
| ENSMUSG00000024403 | <i>Atp6v1g2</i> | 17 | RI | 556      | 149 | 1.1675E-05 | 0.007104 | 1.0,0.931,1.0     | 0.287,0.493,0.898 | 0.418  |
| ENSMUSG00000011832 | <i>Evi5l</i>    | 8  | RI | 229      | 149 | 0.00022927 | 0.049735 | 0.066,0.075,0.061 | 0.256,0.188,0.249 | -0.164 |
| ENSMUSG00000015880 | <i>Ncapg</i>    | 5  | RI | 1479     | 149 | 3.7788E-06 | 0.002879 | 0.194,0.084,0.172 | 0.015,0.049,0.032 | 0.118  |
| ENSMUSG00000038781 | <i>Stap2</i>    | 17 | RI | 4.35E+02 | 149 | 0.00022295 | 0.049735 | 0.124,0.0,0.0     | 0.181,0.327,0.32  | -0.235 |
| ENSMUSG00000026170 | <i>Cyp27a1</i>  | 1  | RI | 261      | 149 | 0.00020156 | 0.049735 | 0.533,0.65,0.727  | 1.0,1.0,1.0       | -0.363 |
| ENSMUSG00000062647 | <i>Rpl7a</i>    | 2  | RI | 335      | 149 | 2.4985E-06 | 0.002538 | 1.0,1.0,0.18      | 0.185,0.098,0.092 | 0.602  |
| ENSMUSG00000047534 | <i>Mis18bp1</i> | 12 | RI | 1124     | 149 | 4.5186E-12 | 6.88E-09 | 0.603,0.642,0.581 | 0.141,0.223,0.264 | 0.399  |

---

# Supplementary material for: SRSF1 regulates primordial follicle formation and number determination during meiotic prophase I
**Source:** BMC Biol. 2023 Mar 8;21:49. doi: 10.1186/s12915-023-01549-7
**Supplement:** Supplementary file 6 — Additional file 6: Table 3. Primer sequences were used in this study.

Additional file 6: Table 3. Primer sequences are used in this study.

# Supplementary material for: SRSF1 regulates primordial follicle formation and number determination during meiotic prophase I
**Source:** BMC Biol. 2023 Mar 8;21:49. doi: 10.1186/s12915-023-01549-7
**Supplement:** Supplementary file 7 — Additional file 7: Table 4. Antibodies were used in this study.

**Additional file 7: Table 4. Antibodies were used in this study.**

| <b>Name</b>                | <b>Cat.NO.</b> | <b>Source</b>     | <b>Company</b>    | <b>Dilution</b>      |
|----------------------------|----------------|-------------------|-------------------|----------------------|
| VASA                       | ab13840        | Rabbit polyclonal | abcam             | IF, 1: 800           |
| VASA                       | ab27591        | Mouse monoclonal  | abcam             | IF, 1: 800           |
| GAPDH                      | 60004-1-Ig     | Mouse monoclonal  | Proteintech       | WB, 1: 10000         |
| ACTB                       | 81115-1-RR     | Rabbit monoclonal | Proteintech       | WB, 1: 20000         |
| SYCP1                      | ab15090        | Rabbit polyclonal | abcam             | IF, 1: 500           |
| SYCP3<br>(AlexaFluor® 488) | ab205846       | Mouse monoclonal  | abcam             | IF, 1: 500           |
| SYCP3                      | sc-74569       | Mouse monoclonal  | Santa Cruz        | IF, 1: 500           |
| RPA1                       |                | Rabbit polyclonal | Luo LAB           | IF, 1: 500           |
| SRSF1                      | 12929-2-AP     | Rabbit polyclonal | Proteintech       | WB, 1:1000 IF, 1:200 |
| SRSF1                      | sc-33652       | Mouse monoclonal  | Santa Cruz        | IF, 1:500            |
| γH2AX<br>(AlexaFluor® 555) | 05-636-AF555   | Mouse monoclonal  | Millipore         | IF, 1:800            |
| DMC1                       | 13714-1-AP     | Rabbit polyclonal | Proteintech       | IF, 1:500            |
| MLH1                       | 550838         | Mouse monoclonal  | BD Pharmingen™    | IF, 1: 50            |
| CREST                      | HCT-0100       | Human serum       | ImmunoVision      | IF, 1: 100           |
| HORMAD1                    | 13917-1-AP     | Rabbit polyclonal | Proteintech       | IF, 1: 200           |
| GM130                      | 610822         | Mouse monoclonal  | BD Pharmingen™    | IF, 1: 50            |
| KIT                        | ab256345       | Rabbit monoclonal | abcam             | IF, 1: 2000          |
| JAGGED1                    | sc-390177      | Mouse monoclonal  | Santa Cruz        | IF, 1: 400           |
| MSY2                       | sc-393840      | Mouse monoclonal  | Santa Cruz        | IF, 1: 400           |
| MSH5                       | bs-17852R      | Rabbit polyclonal | Bioss             | WB, 1: 1000          |
| SIX6OS1                    | TD12863S       | Rabbit polyclonal | Abmart            | WB, 1:1000 IF, 1:200 |
| GAR-647                    | bs-0295G-AF647 | Goat polyclonal   | Bioss             | IF, 1: 500           |
| GAH-647                    | bs-0297G-AF647 | Goat polyclonal   | Bioss             | IF, 1: 500           |
| GAR-488                    | A11034         | Goat polyclonal   | Life Technologies | IF, 1: 500           |
| GAM-594                    | A32742         | Goat polyclonal   | Life Technologies | IF, 1: 500           |
| DAR-594                    | A-21207        | Donkey polyclonal | Life Technologies | IF, 1: 500           |
| DAM-488                    | A-21202        | Donkey polyclonal | Life Technologies | IF, 1: 500           |
| GAR-HRP                    | 7074P2         | Goat polyclonal   | CST               | WB, 1: 2000          |
| GAM-HRP                    | 7076P2         | Goat polyclonal   | CST               | WB, 1: 2000          |

How the deposited data were processed for this re-analysis (not part of the article)

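RNA of whole mouse ovaries at 16.5 dpc was sequenced in 6 libraries, 3 Ctrl and 3 cKO, and groups and replicate numbers were taken from the sample labels and the methods of the paper. The labels call Ctrl wild type, and the protocol text of the labels names another tissue than ovary, while their tissue field and the paper name ovary. The authors aligned paired-end reads to GRCm38 with HISAT2, counted reads per gene with featureCounts and deposited FPKM values, which divide the reads on each gene by its length and by a library size. The annotation release and the use of strand in counting are not given in the sources used here. The authors called differentially expressed genes with DESeq2 on their counts at an unadjusted p below 0.05 with no minimum fold change. They called splicing events with rMATS, which was not repeated here because FPKM values per gene hold no junction reads.

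The FPKM table holds 54532 genes, of which 33797 are above 0 in at least 1 library. The value of 1 read was worked out for each library from gene lengths, and all values came out as whole reads within 0.05 of a read. Reads on genes were between 15548757 and 16756795 in Ctrl, with a median of 15726253, and between 14212164 and 16784241 in cKO, with a median of 15590178. At this depth, genes with a few reads per library, such as the small RNA genes, carry large counting error. No 2 libraries held the same values.

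Expression was compared with limma 3.58.1 in R 4.3.3, on log2(FPKM + 1) of the 17180 genes with a mean FPKM of at least 0.5 over the 6 libraries, with cKO against Ctrl as the only term, an intensity trend and two-sided tests. Genes were counted at an unadjusted p below 0.05, the paper's limit, and at a Benjamini-Hochberg adjusted p below 0.05. Single genes were also compared with an exact permutation test, which cannot go below p = 0.1 with 3 libraries against 3. Gene lists were tested with Fisher's exact test against all genes tested, with the rotation test fry and with camera, all in two-sided form. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used to read tables and draw figures. Gene coordinates are those of the deposited table, and exons were taken from the GENCODE M21 annotation of GRCm38.

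Except where marked below as chosen later, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. So were the gene lists, which were written from general knowledge because no GO annotation was used here. Table 1 of the paper had been seen by then, and with it the values of some of the listed genes. Named genes are *Srsf1*, the genes the paper names for RNA-seq or RT–qPCR, the 5 largest rises and the 5 largest falls among genes past the unadjusted limit whose groups do not overlap, the first 5 genes of Table 1, whose values had been seen, and members of lists under discussion. Values of some single genes under this rule are not reported here. The lists cover meiotic prophase I, homologous chromosome segregation, meiotic initiation, the genes of Fig. 4d, Fig. 7b and the discussion, primordial follicle formation, early germ cells, late oocytes, germ cells in general, transposon silencing, pregranulosa cells, stroma, red blood cells, immune cells, endothelium, mesonephros, steroid-producing cells of the adrenal gland, proliferation, the Y chromosome and the p53 response.

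The alternatives were a pseudocount of 0.1 or 0.5, no minimum or a minimum mean FPKM of 1, median-ratio scaling, quantile normalization, voom on the recovered reads, no intensity trend, the replicate number as a block, protein-coding genes alone, camera in place of fry and each library left out in turn. A fit with the mean level of the general germ-cell list as a covariate was added after the values had been seen. All 10 ways to split the 6 libraries into 3 and 3 were fitted. The fit was tested on simulated libraries drawn from the means, within-group variances and library sizes of the real ones, each gene independently of the others, with 200 genes raised or lowered 2-fold or 4-fold. Of the 190 changed genes tested, 88.4% passed the unadjusted limit, and of the unchanged genes 5.28% did. On the same simulated libraries, fry in limma gave an unadjusted p of 1.23e-06 for 50 of the raised genes and 0.647 for 55 unchanged genes. A further 7 unchanged genes passed an adjusted p below 0.05. The changed genes were picked at random and drawn independently of each other. Neither the 88.4% nor these fry results therefore describe lists whose genes move together over the libraries, such as the meiotic list.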

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

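The tests of host genes, of red blood cells and of the transgene were chosen after these rises had been seen. The test of introns was also chosen after small RNA genes had been seen among the rises, before its outcome was known.

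The 4 genes below are rises that the paper's text does not discuss, with more than 3 reads in each cKO library and every cKO library above every Ctrl library. By chance, the groups of 10% of genes do not overlap, in one direction or the other, and those of 8.68% of the genes tested did not. With all libraries and a pseudocount of 1, the smallest adjusted p of any gene in limma was 0.392, and over the alternatives it was between 0.00129 without Ctrl 1 and 0.988 under voom. *Ighd3-1*, with 2, 1 and 1 reads in cKO 1, 2 and 3, is among the genes at 0.392. The adjusted p that the paper obtained from DESeq2 on the same libraries is 0.00032 for *Hbb-y* and 0.33 for *Stra8*.

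*Gm27527* rose by 2.29 on the log2 scale, with 8, 4 and 10 reads in Ctrl 1, 2 and 3 and 80, 18 and 38 in cKO 1, 2 and 3, and *Gm27903* rose by 2.12. Both are miRNA genes, of 99 and 126 bases, inside introns of the meiotic genes *Hfm1* and *Dmc1*, on the same strand and outside their exons. Reads of unspliced RNA of the hosts are a candidate source of these counts. If they were and if the hosts were spliced as in Ctrl, each gene would follow its host, but the log2 difference of *Gm27527* to *Hfm1* was 1.65 higher in cKO than in Ctrl with no overlap of the libraries. That of *Gm27903* to *Dmc1* was 1.33 higher, with overlap. With 3 libraries against 3, groups that do not overlap, in either direction, arise by chance in 10% of cases, so reads of the hosts stay open. A wider rise of intron reads was looked for in the 262 of 555 small RNA genes tested that lie in an intron of one protein-coding gene. Their log2 difference to the host had a median of 0.024 between cKO and Ctrl, above 0 in 138 pairs, and 7 of 10 splits of the libraries gave a median as large, the real one included. These small RNAs therefore give no sign of a general rise, but most hosts are not germ-cell genes, and a change of splicing in germ cells alone cannot be told apart from none here.

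*Hbb-y*, an embryonic beta-globin gene, rose by 2.10, with 91, 63 and 116 reads in Ctrl and 975, 254 and 237 in cKO. More red blood cells in the cKO libraries would raise the other genes of the red blood cell list too. The median log2 fold change of that list was -0.73, with 2 of 10 genes above 0, *Hbb-y* among them, and that of the other 9 genes was -0.75. The library cKO 1, which had the most *Hbb-y* reads, had the lowest share of haemoglobin reads, 0.129%. None of the 10 genes is in another list, 2 are in the paper's Table 1, and all 10 reach the FPKM minimum in these ovaries. The list did not pass (fry in limma, adjusted p = 0.906), nor did the other 9 genes (an unadjusted p of 0.537), so the test does not exclude red blood cells. Reads shared between *Hbb-y* and its paralogs were not tested directly. Reads taken over from *Hbb-bs* or *Hbb-bt* would make *Hbb-y* follow these genes. *Hbb-bs* had 112975, 40456 and 29696 reads in Ctrl and 7814, 54005 and 37793 in cKO. *Hbb-bt* had 17977, 8939 and 4776 in Ctrl and 1638, 12080 and 7084 in cKO. Both overlapped between the groups and were lowest in cKO 1, where *Hbb-y* was highest, which argues against these paralogs as the source. Blood of an earlier stage in the cKO embryos would raise the other embryonic globin genes, *Hba-x* and *Hbb-bh1*. The 1 gene above 0 among the other 9 was *Hba-x*, with 41, 21 and 49 reads in Ctrl and 277, 129 and 29 in cKO, a log2 fold change of 1.33 (adjusted p = 0.978 in limma). Its groups overlapped, and it passed the unadjusted limit without cKO 3 (2.03) and not with all libraries. *Hbb-bh1*, with between 3 and 37 reads per library, had a log2 fold change of -0.32, and 0.20 without Ctrl 1. The stage of the blood therefore stays open, and so does a biological effect of the genotype, which was not tested.

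*Stra8* rose by 2.06, with 80, 62 and 290 reads in Ctrl and 487, 350 and 991 in cKO. The cKO mice carry the *Stra8-GFPCre* transgene, and reads from a transgene with *Stra8* sequence could add to the count of the gene. Another gene of meiotic initiation, *Gm4969* (*Meiosin*), which the name of that transgene does not include, rose by 1.82 with no overlap between the groups, so the rise is not limited to *Stra8*. This does not exclude a part from the transgene, since the sequence of the transgene was not used here and FPKM values per gene do not show where in the gene the reads lie. A longer or stronger expression of genes of meiotic initiation in cKO germ cells is a biological hypothesis that stays open.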

How the results depend on the processing

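The germ-cell covariate was chosen after the values had been seen, and all other settings were chosen beforehand. Protein-coding genes alone were tried only for the numbers of genes called and as the background of Fisher's test.

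*Srsf1* was lower in cKO and past the unadjusted limit under every alternative run for it, with a log2 fold change between -1.07 and -0.90 over the libraries left out. The share of genes of the paper's Table 1 with the same direction was 100% under each alternative run for it except where a library was left out, 99.9% to 100%, and with the germ-cell covariate, 99.9%.

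The 460 higher and 301 lower genes became 736 and 595 without the FPKM minimum, which tests 33797 genes. With the germ-cell covariate, 518 genes were lower and 483 higher, and the cause was not tested. Leaving out 1 library gave between 201 and 1457 higher genes, between 163 and 1036 lower genes and between 0 and 4 genes at an adjusted p below 0.05. The other alternatives stayed within 1.5 times, from 343 to 487 higher and from 240 to 322 lower. The higher genes were 60.4% of the genes called, and between 58.1% and 64.1% under other pseudocounts, scalings, minimums of 1, variance models or gene classes. They were 38.9% without Ctrl 1 and 46.6% without Ctrl 3. At an adjusted p below 0.05, limma called 0 genes under every alternative run for this count except without Ctrl 1, the replicate block left aside, with unadjusted counts as given here. No scaling moved the median log2 fold change of all genes by over 0.1.

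For the meiotic prophase I list, Fisher's exact p was 0.000638, and between 9.37e-16 and 0.167 with 1 library left out. For the homologous chromosome segregation list, it was 0.0466, and between 4.09e-05 and 1. With the germ-cell covariate, 21 of the 55 genes of the first list passed (Fisher's exact test, p = 1.22e-12) and 9 of the 31 of the other (p = 4.69e-05). Without Ctrl 1 (Fisher's exact test, p = 0.629), Ctrl 2 (p = 1), cKO 1 (p = 1) or cKO 3 (p = 1), no gene of that list passed, and the cause was not tested. Without Ctrl 3 (p = 0.000898 in Fisher's exact test) 8 of its genes passed, and without cKO 2 (p = 4.09e-05 in Fisher's exact test) 14. The direction of the meiotic list did not pass under fry in limma, with an unadjusted p of 0.34, and between 0.127 and 0.701 with 1 library left out. With the germ-cell covariate, its median log2 fold change of 0.66 was 0.25. It passed under camera with the preset correlation, with an unadjusted p of 7.76e-11, whose assumption of nearly independent genes the estimated correlation of 0.794 contradicts. The primordial follicle formation list did not pass under fry, with an unadjusted p of 0.433, and between 0.358 and 0.925 with 1 library left out. With the germ-cell covariate its unadjusted p was 0.0356 and its adjusted p over the lists 0.142, and the cause was not tested. Of the 16 genes of Fig. 4d, 4 passed the unadjusted limit, between 1 and 9 with 1 library left out, 3 to 6 under the other alternatives and 8 with the germ-cell covariate, where the cause was not tested. Adjusted over the list alone, 0 passed, 2 without Ctrl 1, 7 without cKO 2, 4 with the covariate and 0 under the other alternatives.

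Over the named genes and the alternatives other than leaving out a library, 458 of the comparisons kept their side of the unadjusted limit. A further 6 lost the call, 2 gained one and 0 changed sign after a call. With 1 library left out, 264 kept their side, 32 lost the call, 16 gained one and 0 changed sign after a call. Genes without a call that changed sign count as kept, such as *Rec8*, with log2 fold changes between -0.82 and 0.18.

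The replicate number as a block gave 434 higher and 247 lower genes and 0 at an adjusted p below 0.05 in limma. This 0 carries no weight, since on simulated libraries limma with the block called 0 of 190 changed genes at that limit, against 84 without it. Fisher's exact p was 1.25e-06 for the meiotic list and 0.0012 for the homologous chromosome segregation list, and 6 genes of Fig. 4d passed, with *Rad21l* and *Hormad2* added. It changed no other call of a named gene. The deviations of same-numbered libraries from their group means had correlations of -0.389, -0.03 and 0.117 for numbers 1, 2 and 3, so the libraries share a number and no pairing was used.

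Depth differed little between the libraries, from 14212164 to 16784241 reads on genes, and limits the genes with few reads, such as *Gm25666* with 17 reads over Ctrl and 1 over cKO.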

Differences from the paper's values

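The paper's values below are those of its text or of its Table 1. The germ-cell covariate was chosen after the values had been seen, and all other settings are among the alternatives set before the data were examined.

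The paper reports 566 genes lower in cKO, and 301 were found here. Of the 16 alternatives, the count came within 1.5 times of the paper's without the FPKM minimum (595), without Ctrl 1 (382) and without Ctrl 3 (628), and did not in the other 13. The paper reports 705 genes higher in cKO, and 460 were found here. The count came within 1.5 times without the FPKM minimum (736), with median-ratio scaling (487), with quantile normalization (476) and without Ctrl 3 (548), and did not in the other 12. The germ-cell covariate, chosen after seeing the values, gave 518 lower genes. It calls 525 of the 999 genes of the paper's Table 1 that were tested, against 510 without it, and leaves 474 without a call, 81 of which had one without the covariate.

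In the paper's Table 1, 52 genes have an adjusted p below 0.05, and limma gave 0, with 761 genes at an unadjusted p below 0.05. None of 15 alternatives came within 1.5 times of 52, voom on the recovered reads included, which also gave 0. Without Ctrl 1 there were 4.

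Log2 fold changes were compared for 28 named genes of Table 1, and 21 lay within the standard error found here. The paper's value for *Tdrd9* is -2.37 and the value here -1.32. It came within the standard error with a pseudocount of 0.1 (-1.83) and under voom (-1.97), and did not under the other 13 alternatives. The paper's value for *Ngb* is 3.05 and the value here 1.57, with 2.65 at a pseudocount of 0.1 and 2.87 under voom within the error and the other 13 alternatives outside it. The paper's value for *Ccdc88c* is -1.11 and the value here -0.76, with -1.07 and -1.10 under the same pair of alternatives within the error and the other 13 outside it. The paper's value for *Gm44601* is -5.45 and the value here -2.28, and for *Gm27164* the paper's value is -6.52 and the value here -2.11. Both came within the error under voom (-5.34 and -5.09) and not under the other 14 alternatives. The paper's value for *Gm25666* is -3.91 and the value here -1.85, which came within the error with a pseudocount of 0.1 (-4.11) and not under the other 14 alternatives. The paper's value for *Hba-x* is 2.02 and the value here 1.33. It came within the error with a pseudocount of 0.1 (1.57) or 0.5 (1.45), under voom (1.64) and without Ctrl 1 (1.44), Ctrl 3 (1.46), cKO 2 (1.26) or cKO 3 (2.03), and not under the other 8 alternatives.

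The paper's Table 1 holds *Rad21l*, *Hormad2*, *Plk1*, *Atm*, *Dmc1*, *Msh5*, *Mki67* and *Hba-x*, which did not pass the unadjusted limit here. *Rad21l* and *Hormad2* passed with the replicate block, and without Ctrl 3 or cKO 2. *Plk1* and *Mki67* passed without Ctrl 3, *Dmc1* without Ctrl 3 or cKO 2, *Atm* and *Msh5* without cKO 2, and *Hba-x* without cKO 3. With the covariate chosen after seeing the values, *Rad21l*, *Hormad2*, *Plk1* and *Dmc1* passed.

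By RT–qPCR on other samples, the paper finds 5 meiosis-related genes lower and 2 higher (Fig. 4d). The legend of that figure names ovaries at 16.5 dpc and then gives values of newborn ovaries, so the age of those samples is in doubt. In these libraries, 4 of the 5 and both of the 2 had that direction with all libraries. Of the 4, *Rec8* had a log2 fold change of -0.27 (adjusted p = 0.986 in limma), between -0.82 and 0.18 with 1 library left out, above 0 without Ctrl 1 (0.18) or cKO 1 (0.10), and 0.12 with the covariate chosen after seeing the values. The exception was *Six6os1* (*4930447C04Rik*), with a log2 fold change of 0.43 (adjusted p = 0.986 in limma), and its value was between -0.10 and 1.07 with 1 library left out, below 0 without Ctrl 1, and -0.14 with the same covariate.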

Other observations

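The tests of blood, of the stage of cKO germ cells and of *Srsf1* in germ cells were chosen after the values had been seen, as was the covariate. The other tests were set before their own outcomes were seen.

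Libraries of one group lay as far apart as libraries of different groups. The first principal component, computed without the genes of the lists, held 39.5% of the variance and followed the general germ-cell list over the 6 libraries (Pearson's r = 0.957, exact permutation p = 0.00694, Spearman's rho = 0.829, permutation p = 0.0583, and r = 0.988 without the 2 libraries farthest from the median). Over 10 relations computed, the adjusted p of Pearson's r was 0.0347. Over the range of the component, the germ-cell list changed by 1.482 on the log2 scale and the meiotic prophase I list by 1.634. A different share of germ-cell RNA in the libraries is consistent with this, and it runs within both groups, since Ctrl 1 and cKO 2 lay low and Ctrl 3, cKO 1 and cKO 3 high. Of the 10 germ-cell genes, 7 are also in another list and 1 is in the paper's Table 1. Different amounts of blood would dilute germ cells and stroma alike, but the stroma list changed by -0.152 over the range of the component, which argues against blood as the whole cause. The haemoglobin share had r = -0.787 with the component (exact permutation p = 0.0472, rho = -0.829, permutation p = 0.0583, adjusted p = 0.142) and r = -0.351 without the 2 farthest libraries, so that relation rests on those libraries. A different stage of the germ cells would move early and late germ-cell genes apart. The list of early germ cells changed by 0.524 and the list of late oocytes by 0.786, both upwards, but neither relation passed (exact permutation p = 0.182 and 0.0569), so stage cannot be told apart from share with these 6 libraries. How the ovaries were dissected or pooled was not used here.

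The number of genes past the unadjusted limit, 761, lay under 5% of the genes tested, 859. With the general germ-cell level as a covariate, 1001 genes passed (483 higher and 518 lower, 577 of them shared with the 761), and 0 passed an adjusted p below 0.05 in limma, where the smallest was 0.32. This is consistent with germ-cell RNA content that differs among libraries of one group and hides smaller differences. The covariate is made from genes that the genotype could also change, so a rise against it is relative to other germ-cell genes.

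Chance could not be excluded for any result of the fits over all genes, since 3 libraries against 3 give 10 splits and the share is never under 10%. As many genes past the unadjusted limit came from 5 of the 10 splits, the real one included, and the comparison says nothing for the genes past an adjusted p, where all 10 reach the real count of 0 whatever their values. The meiotic prophase I list gave as small a Fisher p in 2 splits, the homologous chromosome segregation list in 2, and the genes of Fig. 4d as high a count in 2. The direction of the meiotic list was as strong in 3 splits and that of the primordial follicle formation list in 5. The split that put Ctrl 1, Ctrl 2 and cKO 2 against the rest gave 3659 genes past the unadjusted limit, with 46 of the 55 meiotic genes, 26 of the 31 homologous chromosome segregation genes and 13 of the 16 genes of Fig. 4d. This split follows the level of germ-cell genes and no condition.

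*Rec8* went against the other meiotic genes over the libraries. Of the 55 genes of the meiotic list, 53 had a correlation above 0 with the general germ-cell level, with a median r of 0.912. *Rec8* had r = -0.831 (exact permutation p = 0.0458, rho = -0.714, permutation p = 0.136), with 2232 reads in Ctrl 1 and 2341 in cKO 2 and between 565 and 1065 in the others. Without the 2 farthest libraries, r was 0.106, so the relation rests on those libraries. No explanation was tested.

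*Srsf1* in whole ovaries stood at 45.5%, 52% and 51.1% of the Ctrl mean in cKO 1, 2 and 3. If the loss were in germ cells alone, *Srsf1* could be lowest in the cKO libraries with the most germ-cell RNA. The slope of log2 *Srsf1* on the germ-cell level was -0.175 with the genotype in the fit (standard error 0.101, an unadjusted p of 0.133 in limma), which does not pass. This slope is shared by both groups, and Ctrl 3, with the highest Ctrl level, had the lowest Ctrl value, 63.1. It is therefore no test of the cKO libraries alone. Among those, cKO 3 had the highest germ-cell level, 0.61, and cKO 1 the lowest *Srsf1*. With 3 libraries per group, loss in germ cells alone cannot be told apart from a wider loss. Reads on exons that Cre leaves in place are part of these values.

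Genes of meiotic initiation stood high in cKO for their germ-cell level, but did not pass after adjustment over the lists. With the covariate, the meiotic initiation list had a median log2 fold change of 0.42 (fry in limma, adjusted p = 0.142 over the lists, 5 of 6 genes above 0), with an unadjusted p of 0.0225. This list holds *Stra8* and *Gm4969*, whose rises were already seen, with 1.69 and 1.49 in this fit. Its other genes lay between -0.42 and 0.71, so the list adds little to those rises. The list of late oocytes had a median of -0.26, with 3 of 10 genes above 0 and an unadjusted p of 0.309. An earlier stage of cKO germ cells may lie behind the first, but neither list passed after adjustment. Both lists share genes with others, 6 of 6 and 5 of 10. Stage, a change of these genes alone, reads of the transgene on *Stra8* and chance therefore cannot be told apart.

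DNA of another strain carried along with a modified gene could leave genes past the limit near it. Of 269 genes tested within 10 Mb of *Srsf1*, 4.83% passed the unadjusted limit, against 4.42% elsewhere (Fisher's exact test, p = 0.656). Among chromosomes that held more genes past the limit than their share, the smallest p was 0.0526, for chromosome 7, and 1 after Bonferroni correction (Fisher's exact test). Chromosome 3 held fewer than its share (p = 0.0486 in Fisher's exact test, 0.971 after correction). A few genes near *Srsf1* or near the transgene, whose place was not used here, cannot be excluded.

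The paper measured genes of primordial follicle formation by RT–qPCR in newborn ovaries (Fig. 3s). In the 16.5 dpc libraries, the 8 genes of that list had a median log2 fold change of -0.21 (fry in limma, adjusted p = 0.818), with 2 of them above 0. The direction rests on Ctrl 3, since the median was 0.02 without it. It was -0.43 without Ctrl 1, -0.09 without cKO 2 and -0.07 with a minimum FPKM of 1. Of the 8 genes, 5 are in another list and 1 is in the paper's Table 1. *Kit* was lower in every cKO library, with an FPKM of 7.47 ± 0.0803 (SD, n = 3) in Ctrl and 5.35 ± 0.989 in cKO, a log2 fold change of -0.43 (adjusted p = 0.978 in limma). It passed the unadjusted limit with all libraries, but not without Ctrl 1 (log2 fold change -0.43), Ctrl 2 (-0.42), Ctrl 3 (-0.43) or cKO 1 (-0.41). *Jag1*, *Rac1*, *Figla*, *Lhx8*, *Nobox*, *Sohlh1* and *Sohlh2* did not pass the unadjusted limit, with log2 fold changes between -0.51 and 0.52.

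The remaining lists were tested with fry in limma, and none of the 22 lists tested passed after adjustment over all of them. The smallest adjusted p was 0.153, for the 5 genes the paper finds lower by RT–qPCR (median -0.58, 1 of 5 genes above 0, 3 in the paper's Table 1). The 2 genes it finds higher, both in Table 1, had a median of 1.17 (adjusted p = 0.654), and the 16 genes of Fig. 4d a median of 0.48 (adjusted p = 0.828). The genes of Fig. 7b had a median of 0.61 (adjusted p = 0.849, 5 of 8 in another list and 4 in Table 1), and those of the discussion a median of 0.24 (adjusted p = 0.906, 6 of 10 in another list and 3 in Table 1). Among the germ-cell lists, meiotic initiation had a median of 0.83 (adjusted p = 0.654, 6 of 6 in another list) and early germ cells one of 0.59 (adjusted p = 0.818, 5 in Table 1). Germ cells in general had a median of 0.36 (adjusted p = 0.906), and transposon silencing one of -0.03 (adjusted p = 0.997, 5 in another list). Late oocytes had a median of -0.01 but a mean of 0.09 (adjusted p = 0.997).

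The lists of somatic cells share no gene with another list. With the adjusted p in parentheses, pregranulosa cells had a median of 0.02 but a mean of -0.02 (0.997), stroma a median of -0.12 (0.818), immune cells -0.29 (0.818, 1 gene in Table 1) and endothelium -0.04 (0.997). Mesonephros had a median of -0.31 (0.654, 2 genes in Table 1) and the adrenal list one of 0.09 (0.818). Proliferation had a median of -0.42 (0.818, 2 genes in another list and 6 in Table 1) and the p53 response one of -0.13 (0.818, 2 genes in Table 1). None of the 4 genes of the Y chromosome list reached the FPKM minimum.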
